# Mof-associated complexes have overlapping and unique roles in regulating pluripotency in embryonic stem cells and during differentiation

**DOI:** 10.7554/eLife.02104

**Published:** 2014-06-04

**Authors:** Sarina Ravens, Marjorie Fournier, Tao Ye, Matthieu Stierle, Doulaye Dembele, Virginie Chavant, Làszlò Tora

**Keywords:** histone acetyltransferase, Mof (KAT8), H4K16ac, pluripotency, bivalent domain, ChIP-seq, mouse

## Abstract

The histone acetyltransferase (HAT) Mof is essential for mouse embryonic stem cell (mESC) pluripotency and early development. Mof is the enzymatic subunit of two different HAT complexes, MSL and NSL. The individual contribution of MSL and NSL to transcription regulation in mESCs is not well understood. Our genome-wide analysis show that i) MSL and NSL bind to specific and common sets of expressed genes, ii) NSL binds exclusively at promoters, iii) while MSL binds in gene bodies. Nsl1 regulates proliferation and cellular homeostasis of mESCs. MSL is the main HAT acetylating H4K16 in mESCs, is enriched at many mESC-specific and bivalent genes. MSL is important to keep a subset of bivalent genes silent in mESCs, while developmental genes require MSL for expression during differentiation. Thus, NSL and MSL HAT complexes differentially regulate specific sets of expressed genes in mESCs and during differentiation.

**DOI:** http://dx.doi.org/10.7554/eLife.02104.001

## eLife digest

Embryonic stem cells are special cells that have the ability to become many different types of cells, such as skin, muscle, or neuronal cells. This process is called differentiation. They can also undergo a process called self-renewal to produce more embryonic stem cells. These processes are controlled by a complex network of enzymes, and the production of these enzymes depends on various genes within the organism being expressed as proteins.

The DNA that holds the genetic information inside cells spends most of its time wrapped around proteins called histones: this allows the DNA molecules—which can be up to several metres long in some species—to fit inside the cell nucleus; it also protects the DNA molecules, which are quite fragile, from damage. Enzymes that attach chemical groups called acetyl groups to histones have a central role in controlling the self-renewal and differentiation of embryonic stem cells.

Mof is an enzyme that attaches an acetyl group to a specific position in a particular histone. It is a subunit within two larger protein complexes that were originally identified in flies: the male-specific lethal (MSL) complex, which is only found in male flies, and the non-specific lethal (NSL) complex, which is found in both male and female flies. These complexes have been widely studied in flies, and the role of the Mof enzyme is also reasonably well understood in mammals. However, the roles of the MSL and NSL protein complexes in mammals are not fully understood.

Ravens et al. have now used a combination of a technique called ChIP-seq (which can identify binding sites anywhere in the genome) and genetic ‘knock down’ experiments to explore the roles of these two complexes in mouse embryonic stem cells and neuronal progenitor cells.

There is some overlap between the genes that the complexes act on. However, NSL acts on some genes than MSL does not act on, and vice versa. NSL mostly acts on genes that have ‘housekeeping’ functions and are expressed in many different cell types. MSL binds more to genes that are specific to embryonic stem cells, and acts on genes required for the development of neuronal progenitor cells. This means that NSL regulates the growth of embryonic stem cells, whereas MSL controls their development and differentiation.

**DOI:** http://dx.doi.org/10.7554/eLife.02104.002

## Introduction

Pluripotent mouse embryonic stem cells (mESCs) have the ability to self-renew or to differentiate into all cell types. Specific transcription factors like Oct4, Sox2, and Nanog form a core transcriptional network, which is required for the maintenance of mESC pluripotency (Orkin et al., 2008). Chromatin-modifying enzymes further regulate transcriptional mESCs networks and cellular differentiation processes and can be associated with activation or repression of genes (Orkin and Hochedlinger, 2011). Histone acetylation is important for mESC pluripotency and is regulated by the concerted action of histone acetyltransferases (HATs) and histone deacetylases (HDACs) (Meshorer and Misteli, 2006). Acetylation of histone proteins leads to an open and dynamic chromatin conformation allowing an active transcription state, which is also a signature of mESC pluripotency (Meshorer, 2007; Niwa, 2007; Efroni et al., 2008). During differentiation of mESCs, the overall transcription rates decrease, whereas the chromatin structure becomes more compact with a global reduction of histone H3 and H4 acetylation. In line with the requirement of histone acetylation in mESC maintenance and differentiation, genetic deletion or knockdown of several HATs affects mESC pluripotency (Lin et al., 2007; Fazzio et al., 2008; Gupta et al., 2008; Thomas et al., 2008; Zhong and Jin, 2009; Li et al., 2012).

HATs can be classified into two predominant families: the GCN5-related *N*-acetyltransferase (GNAT) family (i.e. Gcn5 and p300) and the Moz-Ybf2/Sas3-Sas2-Tip60 (MYST) family (i.e., Tip60 and Mof [male absent on the first]) (reviewed in Kimura et al., 2005). These enzymes often function as part of multi-protein co-activator complexes (reviewed in Lee and Workman, 2007). Mof (also known as Kat8 or Myst1), is a MYST-type HAT specific for histone H4 lysine 16 acetylation (H4K16ac) (Hilfiker et al., 1997; Smith et al., 2001, 2005; Taipale et al., 2005) and has been shown to be the catalytic subunit of two distinct protein complexes in *Drosophila* (d) and mammals: the male-specific lethal (MSL) and the non-specific lethal (NSL) complexes (Smith et al., 2005; Mendjan et al., 2006; Cai et al., 2010; Raja et al., 2010). In *Drosophila*, the dMSL complex is targeted to transcribed regions of male X-chromosomal genes, where it mediates dosage compensation (reviewed in Straub and Becker, 2007; Gelbart and Kuroda, 2009; Conrad and Akhtar, 2011). In contrast, dNSL is present at gene promoters of male and female chromosomes, where it regulates transcription of housekeeping genes (Prestel et al., 2010; Raja et al., 2010; Feller et al., 2012; Lam et al., 2012). Mof itself and subunits of the Mof-containing dMSL and dNSL HAT complexes are required for the binding of the two *Drosophila* Mof-containing complexes at promoters and gene bodies, which leads to H4K16 acetylation and gene expression (Raja et al., 2010; Kadlec et al., 2011).

*Inactivation of Mof* in mice (m) leads to early embryonic lethality as *Mof*^−/−^ embryos fail to develop beyond the expanded blastocyst stage and die at implantation (Gupta et al., 2008; Thomas et al., 2008). Mof deletion correlated with cell cycle defects and cell death. Moreover, mESCs could not be derived from *Mof*^−/−^ mouse embryos. In agreement, it was shown that Mof plays an essential role in the maintenance of mESC pluripotency (Li et al., 2012). H4K16 acetylation levels were undetectable in *Mof*^−/−^ embryos, whereas the acetylation of other histone lysine residues was unaffected (Thomas et al., 2008). Surprisingly, loss of H4K16 acetylation upon neuronal differentiation of mESCs did not alter higher-order chromatin compaction (Taylor et al., 2013). Moreover H4K16ac and Mof were reported to be present at the transcription start sites (TSSs) of expressed genes in mESCs (Li et al., 2012; Taylor et al., 2013).

Details on the function of the mammalian Mof-containing MSL and NSL complexes have only recently started to emerge and revealed that Mof fulfils different functions within the two HAT complexes. Human (h) MSL complex is composed of the subunits MSL1, MSL2, MSL3, and MOF (Smith et al., 2005; Mendjan et al., 2006), while the hNSL complex is composed of nine subunits: NSL1, NSL2, NSL3, MCRS1, WDR5, PHF20, HCF1, OGT1, and MOF (Mendjan et al., 2006; Cai et al., 2010). Mammalian NSL complex appears to have broader substrate specificity than the MSL complex, as it is also able to acetylate non-histone targets (Li et al., 2009). However, the function of MSL and NSL complexes in mammalian cells and especially their role in establishing mESC pluripotency in not well understood.

To better understand the role of MSL and NSL in gene regulation and their individual contribution in epigenetic changes in mESCs, we have analysed these two Mof-containing complexes by chromatin immunoprecipitation coupled with high throughput sequencing (ChIP-seq) and by shRNA knockdown (KD) experiments in mESCs. The obtained genome-wide binding maps show that MSL and NSL locate to a large number of expressed genes and each complex has a distinct binding profile at promoters or gene bodies. Our combined ChIP-seq and KD data indicate that MSL and NSL have a combinatorial effect on a given set of genes, whereas some specific loci are only MSL- or only NSL-dependent. Our data indicate that NSL binds exclusively at promoters, while MSL binds more in gene bodies. We show that in mESCs NSL regulates cell growth whereas MSL is the main HAT complex acetylating histone H4K16. MSL is present at mESC-specific genes. Moreover, MSL binds to and regulates developmental genes in mESCs and during differentiation. Altogether our data demonstrate that MSL and NSL complexes are present at expressed genes in mESCs, but that MSL is essential for regulation of key mESC-specific and bivalent developmental genes.

## Results

### Both Msl1 or Nsl1 incorporate in their respective Mof-containing HAT complexes in mESCs

To understand the global role of the two Mof-containing complexes in chromatin remodelling and how this regulates genes linked to self-renewal, proliferation, and/or differentiation, we set out to analyse the genome-wide binding of MSL and NSL in mESCs. To this end, we raised antibodies targeting Msl1 or Nsl1, which are specific subunits of the MSL or NSL complexes, respectively, and are known to play a role in the assembly and the regulation of these complexes (Raja et al., 2010; Kadlec et al., 2011). The specificity of the purified antibodies was demonstrated by western blot assays and immunoprecipitations followed by mass spectrometry using the multidimensional protein identification technology (MudPIT) (Figure 1). Western blot assays indicated that both of the generated antibodies are specific (Figure 1A,B). In addition, both antibodies immunoprecipitated (IP-ed) the endogenous MSL and NSL complexes with the previously described polypeptide composition (Cai et al., 2010; Figure 1C). Importantly, Mof was identified in both IP-ed MSL or NSL complexes, in the same range of abundance than Msl1, or Nsl1 (Figure 1C, Figure 1—source data 1 for all identified proteins by MudPIT). Gel filtration followed by western blot analyses further indicated that Msl1 and Nsl1 are only present in Mof-containing complexes as they have eluted from the Superose 6 column in the same molecular weight containing fractions as their respective entire endogenous MSL (about 240 kDa), or NSL (about 800 kDa) complexes (Figure 1D). Of note the enzymatic subunit Mof was detected in the respective MSL and NSL complexes, but in addition as a potentially free form in the 50 kDa range fractions (Figure 1D). These results together demonstrate the incorporation of all nuclear Msl1, or Nsl1, together with Mof, in their respective endogenous complexes and a fraction of ‘free’ Mof that is not present in either MSL or NSL.

**Figure 1.**
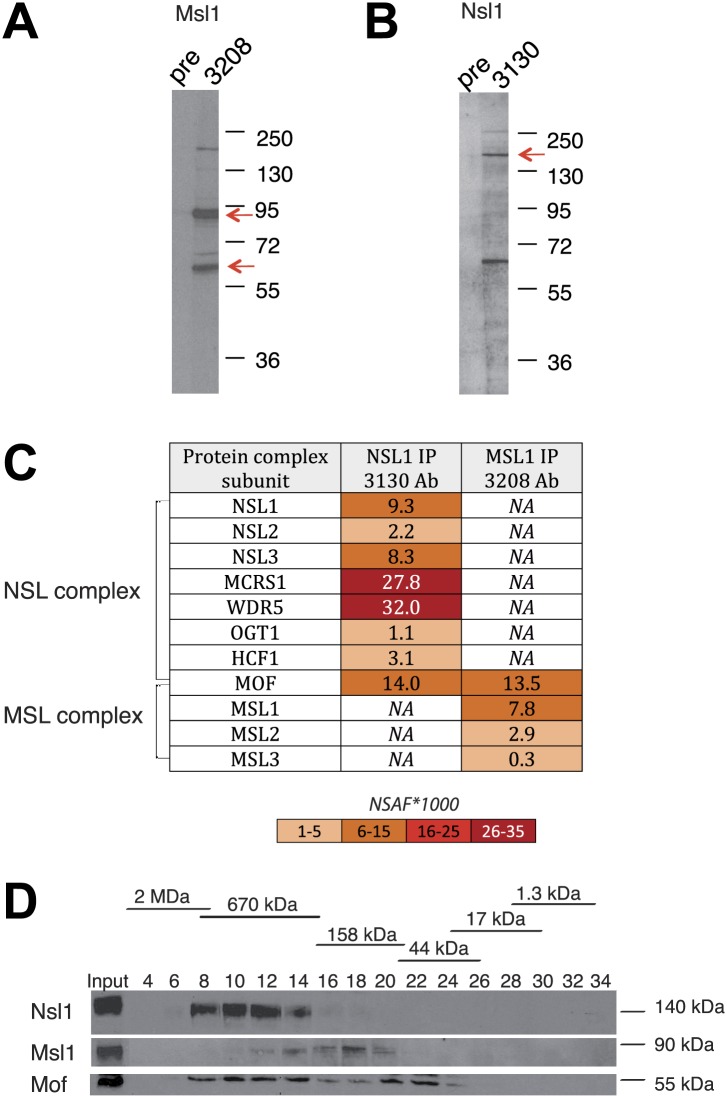
Msl1 and Nsl1 incorporate into endogenous complexes in mESCs. (**A** and **B**) Western Blot analysis using the raised anti-Msl1 (3208) or anti-Nsl1 (3130) antibodies on nuclear extracts. Preimmune sera (pre) were used as negative controls. (**C**) Anti-Msl1 (3208) or anti-Nsl1 (3130) antibodies were used to immunoprecipitate protein complexes from mESC nuclear extracts. The IP-ed complexes were then analysed by multidimensional protein identification technology (MudPIT). The identified MSL- or NSL-containing complex proteins and their relative protein abundance in the samples are represented by normalized spectral abundance factor (NSAF) (Zybailov et al., 2006). NSAF allows the comparison of abundance of individual proteins in multiple independent samples and in multiprotein complexes (Florens et al., 2006; Paoletti et al., 2006). The colour intensity reflects of the NSAF values multiplied by 1000 (as indicated). (**D**) Gel filtration of mESC nuclear extracts. Every second fraction eluted from a Superose 6 column was analysed for the presence of Nsl1, Msl1, and Mof by Western Blot. Molecular weight markers for the corresponding fractions are indicated on the top of the panel. **DOI:** http://dx.doi.org/10.7554/eLife.02104.003 10.7554/eLife.02104.004Figure 1—source data 1.List of identified proteins of MudPIT analyses.SAF and NSAF values of all significantly enriched proteins in the Msl1 3208 or Nsl1 3130 IP in NE of mESCs.**DOI:** http://dx.doi.org/10.7554/eLife.02104.004

### MSL binds mainly to gene bodies, while NSL to promoter regions in mESCs

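Chromatin of wild type mESCs was precipitated with the anti-Msl1 or the anti-Nsl1 antibody and sequenced as single-end reads, with 1 library per antibody. The authors aligned the reads to mm9 with Bowtie, stated that unique reads were used, and deposited the position and strand of every aligned read without normalization. The Msl1 library held 23888517 reads of 50 bases and the Nsl1 library held 26084098 reads of 36 bases. With 1 read kept per position and strand on the nuclear chromosomes, 19483142 Msl1 reads and 24883001 Nsl1 reads were left, which were 81.7% and 95.4% of the nuclear reads. These reads were used for all values unless another setting is named. Peaks were called here within each library by a Poisson test after MACS14 without a control, at a p-value of at most 1e-05, with a window of 4 shifts at the summit and the highest of the genome, 5 kb and 10 kb levels as background. The shift was 200 bases for Msl1, as the methods state, and 67 bases for Nsl1, from the highest correlation between the strands at 135 bases. No Input library was used here. Since each antibody had 1 library, a difference between Msl1 and Nsl1 compares 2 libraries and was given no p-value. The 95% confidence intervals are exact Poisson or binomial intervals unless stated otherwise and cover counting error only.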

To characterize the genome-wide role of MSL and NSL complexes, we carried out ChIP-seq analysis in mESCs using the above-characterized anti-Msl1 and anti-Nsl1 antibodies. The obtained binding maps of Msl1 and Nsl1 in mESCs were then compared at the UCSC genome browser to publicly available ChIP-seq data for Mof, H4K16 acetylation (H4K16ac), RNA Polymerase II (Pol II), and DNAse hypersensitive sites (DHS). 

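At the locus of Figure 2A on chromosome 10, the annotated TSSs of Rpf2, Gtf3c6, Amd1 and Cdk19 lie at 39966785, 39977471, 40021992 and 40069114 of mm9. The reads within 500 bases of each TSS were divided by the local level, which was the number of reads per kb from 5 kb to 50 kb on both sides in the same library. At Rpf2, the Nsl1 library held 59 reads, 5.30 times the local level (confidence interval 4.00 to 6.89), and the Msl1 library held 45 reads, 3.77 times the local level (2.73 to 5.08). At Gtf3c6, the ratio was 2.59 for Nsl1 (1.74 to 3.73) and 3.73 for Msl1 (2.78 to 4.90). At Amd1, it was 1.76 for Nsl1 (1.08 to 2.70) and 2.53 for Msl1 (1.70 to 3.63), and at Cdk19 it was 2.25 for Nsl1 (1.46 to 3.31) and 3.96 for Msl1 (2.91 to 5.27). Of these ratios, a window of 1000 bases on each side moved Msl1 at Gtf3c6, to 2.32. Msl1 peaks were called within 500 bases of the TSSs of Gtf3c6, Amd1 and Cdk19, whereas no Nsl1 peak was called within 500 bases of the 4 TSSs. Here and below, a peak counted when any part of its called interval, not its summit, lay in this window. The Msl1 intervals were wider and so reached a window more easily, and the calls at TSSs do not compare the libraries on equal terms. With all reads kept, an Nsl1 peak was called at Amd1. With a shift of 100 bases in both libraries, with the whole joined region tested or with the genome level as the only background, an Nsl1 peak was called at Rpf2. The Msl1 peaks at Gtf3c6 and Amd1 were not called with a shift of 100 bases or with the whole region tested, and those at Amd1 and Cdk19 were not called at a p-value of at most 1e-07. An Nsl1 peak was called at the position that Figure 2—source data 2 lists for Gtf3c6, 39978362, at a distance of -891 bases from its TSS, where the ratio was 4.76 for Nsl1 and 1.04 for Msl1. An Msl1 interval also reached the window at this position, despite that ratio. The part of these lists used here held the first 1999 of the 8903 Msl1 positions and the first 1998 of the 5165 Nsl1 positions. Over all called peaks, the median width was 2455 bases for Msl1 (2417 to 2497) and 740 bases for Nsl1 (732 to 751). The shift size moved this most, and with 100 bases in both libraries the median widths were 1191 bases for Msl1 and 1065 bases for Nsl1.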

At a representative genomic locus, Nsl1 peaks were detected at the TSSs of four expressed genes, where they co-localized with Mof, Pol II and DHSs, whereas Msl1 binding peaks were usually broader and together with H4K16ac downstream of Pol II peaks (Figure 2A). As previously reported, Mof is present at promoters, gene bodies (GBs) and intergenic regions (Li et al., 2012).

**Figure 2.**
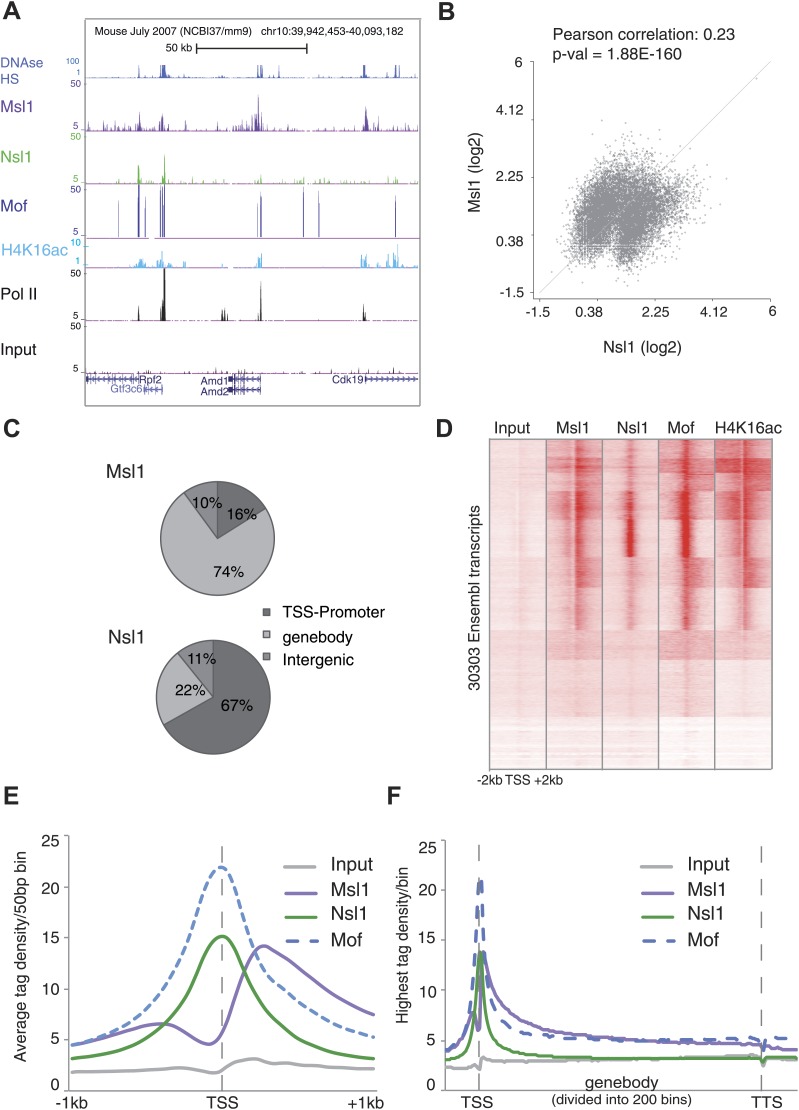
Distinct binding profiles of Msl1 and Nsl1 at active genes. (**A**) UCSC genome browser tracks representing Msl1, Nsl1, H4K16ac, Mof and Pol II ChIP-seq data. The Input serves as control. (**B**) Scatter Plot showing the Pearson correlation between Msl1 and Nsl1 densities at all identified MACS14 peak regions. Densities were normalized to the control (Input) and represented as log2 values. (**C**) Mapping of Msl1 and Nsl1 identified MACS14 peaks to different genomic regions (promoter-TSS, genebody [GB] or intergenic regions) using HOMER (Heinz et al., 2010). Identified peaks are listed in Figure 2—figure supplement 1A and Figure 2—source data 1. Validation of identified peaks is shown in Figure 2—figure supplement 1B,C. (**D**) Heatmap showing k-means clustering of Msl1, Nsl1, Mof and H4K16ac using the TSSs of all ENSEMBL transcript IDs as reference coordinates. Densities are presented ±2 kb around reference coordinates. Input serves as negative control. (**E** and **F**) Average binding profiles of Msl1, Nsl1 and Mof (**E**) at a region of +1 kb around the annotated TSSs and (**F**) 1 kb upstream of the TSS, in the GB and 1 kb downstream of the TTS. Only Nsl1 or Msl1 positive genes were taken into consideration. The Input serves as control and tag densities were normalized to the input. See Figure 2—figure supplement 2 for validation of ChIP-seq data. **DOI:** http://dx.doi.org/10.7554/eLife.02104.005 10.7554/eLife.02104.006Figure 2—source data 1.List of Msl1 and Nsl1 MACS14 peaks.**DOI:** http://dx.doi.org/10.7554/eLife.02104.006 10.7554/eLife.02104.007Figure 2—source data 2.List of Msl1 and Nsl1 positive genes.**DOI:** http://dx.doi.org/10.7554/eLife.02104.007

**Figure 2—figure supplement 1.**
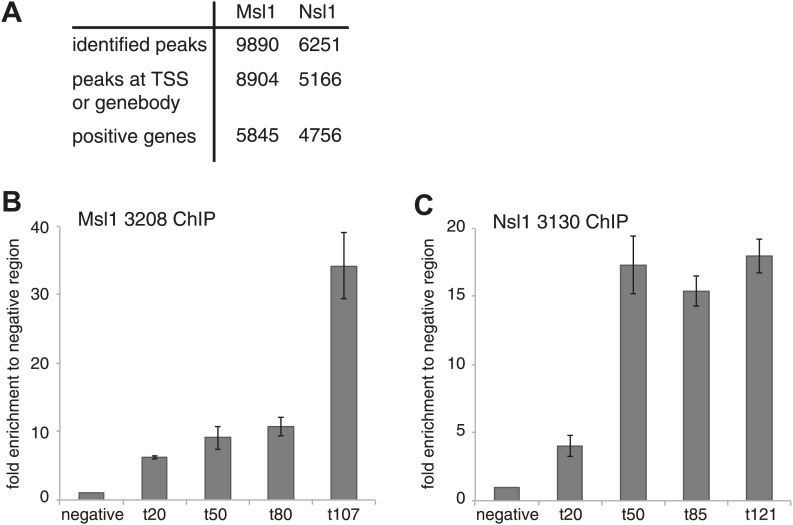
Identification and validation of Msl1 and Nsl1 binding sites. (**A**) Identified binding sites of Msl1 and Nsl1 using MACS14 (p-value<10^−5^) (Zhang et al., 2008), their presence at the promoter (TSS) or genebody (GB) of ENSEMBL transcript IDs and the total number of positive ENSEMBL genes. The annotation was conducted with HOMER (Heinz et al., 2010). (**B** and **C**) ChIP-qPCR in mESCs using the anti-Msl1 (3208) or anti-Nsl1 (3130) antibodies as indicated. Primers were designed at randomly selected MACS14 peaks with increasing tag densities (t). **DOI:** http://dx.doi.org/10.7554/eLife.02104.008

**Figure 2—figure supplement 2.**
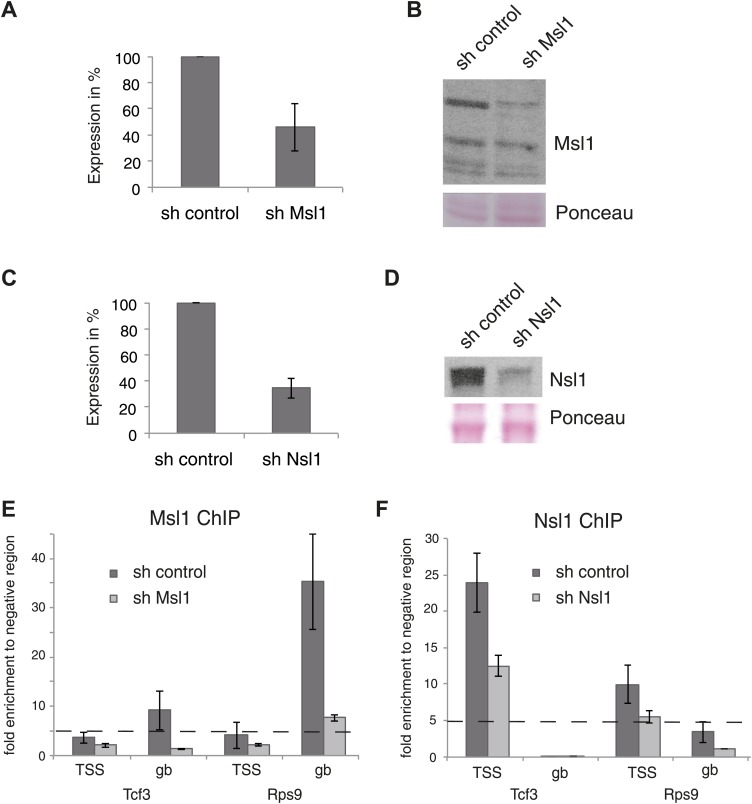
Knockdown (KD) of Msl1 or Nsl1 through lentiviral shRNA vectors. (**A** and **C**) ESCs were treated with sh control, sh Msl1 or sh Nsl1 expressing lentiviral vectors, 5 days after lentiviral infection total RNA was isolated and RT-qPCR was carried out. Samples were normalized to actin and the sh control was set to 100%. Error bars represent standard deviation of three independent experiments. (**B** and **D**) Validation of the Msl1 or Nsl1 downregulation in sh control or shRNA conditions by Western Blot. 20 μg of proteins were loaded per lane and normalized by ponceau staining. (**E** and **F**) anti-Msl1 (**E**) or anti-Nsl1 (**F**) ChIP was carried out on sh control (**E**) or sh Nsl1 (**F**) KD-treated cells. The results of ChIP-qPCR amplifications at selected genes (TSS or genebody [gb] regions) are shown. Fold enrichment higher than five is defined as binding. **DOI:** http://dx.doi.org/10.7554/eLife.02104.009

Using MACS14 algorithm (Zhang et al., 2008) we determined high-confidence binding sites (peaks) for Msl1 or Nsl1 (Figure 2—figure supplement 1A, Figure 2—source data 1) and selected peaks with various tag densities for ChIP-qPCR validation. 

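With the window at the summit, 4022 Msl1 peaks and 6655 Nsl1 peaks were called. This form of the peak test was chosen after the results of a first form had been seen, which tested the whole joined region and called 2281 Msl1 peaks and 10080 Nsl1 peaks. The background moved the numbers most, and with the genome level alone, which was tried after seeing the data, 16863 Msl1 peaks and 11544 Nsl1 peaks were called. At a p-value of at most 1e-07, 2015 Msl1 peaks and 4376 Nsl1 peaks were called. The positions listed in Figure 2—source data 2 for genes named in the figures, and for the genes of both antigens and of Mof, were then compared with the called peaks. An Msl1 peak lay within 500 bases of 11 of the 16 listed Msl1 positions, and an Nsl1 peak lay within 500 bases of 7 of the 8 listed Nsl1 positions. The 11 include the position in the gene Msl1, where DNA of a cloned antigen fragment may be the source of the reads. The positions without a called peak were those of Rpf2, Sox2, Sox4, Nes and Esrrb for Msl1 and that of Rpf2 for Nsl1. Esrrb has 3 Msl1 positions in the part of the list used, and only the first was examined. With the genome level alone, all 16 and all 8 positions had a called peak, and at a p-value of at most 1e-07 5 and 5 had one. When the whole region was tested, 5 of the Msl1 positions and 8 of the Nsl1 positions had one.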

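The primers listed for these loci were matched to mm9, and the reads within 500 bases of the middle of each amplicon were counted. In the order of the numbers in the primer names, the Msl1 amplicons lie upstream of Sox12 on chromosome 2, in an intron of Rcc1 and in exon 3 of D730040F13Rik on chromosome 4, and at Malat1 on chromosome 19. The Msl1 library held 34, 65, 89 and 113 reads there, which were 2.80 (1.93 to 3.94), 4.17 (3.20 to 5.35), 6.44 (5.14 to 7.99) and 5.71 (4.68 to 6.91) times the local level. The Nsl1 amplicons lie in an intron of Gm600 on chromosome 14, at the promoter of Nsun5 on chromosome 5 and at the TSS of Abt1 on chromosome 13. The Nsl1 library held 32, 83 and 85 reads there, which were 2.30 (1.56 to 3.26), 5.48 (4.33 to 6.84) and 4.91 (3.90 to 6.11) times the local level. For a further Nsl1 primer pair the forward primer lies on chromosome 2 and the reverse primer on chromosome 7, so no amplicon was defined. The negative region lies on chromosome 3 from 124829630 to 124829773, outside annotated genes, and held 4 Msl1 reads and 9 Nsl1 reads. Its ratio was 0.767 for Msl1 (0.208 to 1.98) and 1.30 for Nsl1 (0.591 to 2.48). The qPCR values were not used here.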

The Msl1 and Nsl1 enrichments at five different loci as detected by ChIP-qPCR faithfully reflected the tag densities measured by ChIP-seq (Figure 2—figure supplement 1B,C). To further verify the specificity of the Msl1 and Nsl1 ChIP-seq results, we used lentiviral small hairpin (sh) RNA vectors to knockdown (KD) Msl1 or Nsl1 in mESCs (Figure 2—figure supplement 2A–D) and tested by ChIP-qPCR the decrease of Msl1 or Nsl1 binding at the TSSs and in the GBs of two genes that were co-bound by these factors (Figure 2—figure supplement 2E,D). The predominant binding of Msl1 to GBs was lost upon Msl1 KD, whereas Nsl1 binding to TSS was reduced following Nsl1 depletion. These results confirm our ChIP-seq analyses.

Next, we asked whether the two complexes bind to common or different loci. 

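The called peaks were joined into 8833 sites, of which 2219 (25.1%) were called for Msl1 only, 1800 (20.4%) for both and 4814 (54.5%) for Nsl1 only. At each site the log2 of the reads per kb, scaled to the number of reads of the library, was taken after adding 1 read. Across the sites the Pearson correlation coefficient was -0.247 (-0.267 to -0.228, from Fisher's transformation), where sites are not independent replicates. It changed sign to 0.00764 when each density was divided by the local level of its library, and to 0.00832 when the whole region was tested for peaks, and both intervals included 0. Within the groups it was 0.101 at sites called for Msl1 only, -0.00775 at sites called for both and 0.342 at sites called for Nsl1 only. The median log2 density of Msl1 was 0.84, 0.86 and 0.17 in these groups, and that of Nsl1 was -0.24, 0.55 and 1.29. An overlap of at least 1 base with a peak of the other library was found for 44.8% of the Msl1 peaks (43.2 to 46.3) and for 27.5% of the Nsl1 peaks (26.5 to 28.6). The required overlap moved the share of Msl1 peaks most, and with 50% reciprocal overlap the shares were 5.54% and 3.35%. When the whole region was tested, the shares were 51.4% for Msl1 and 12.0% for Nsl1. Over the reads within 2 kb of the TSSs of 22359 protein-coding genes, which no peak call selects, Pearson's r was 0.902 and Spearman's rho was 0.798. The ratio of Msl1 to Nsl1 reads within 2 kb, per read of each library, had a median of 1.28 over the 14581 TSSs with at least 100 reads. It was largest at the gene Msl1 (8.18, 6.61 to 10.2), Eif4g2 (5.78, 4.45 to 7.60) and Slc3a2 (5.36, 4.12 to 7.05). At the gene Msl1 the excess lies in a block of 567 bases over the coding bases of the antigen in exon 1. The inverse ratio was largest at Sucla2 (5.94, 4.02 to 9.08), Acsf3 (4.67, 3.42 to 6.50) and Mpzl3 (4.58, 3.39 to 6.29).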

A pairwise comparison of the MSL or NSL enrichment at all high confidence binding loci revealed that the binding of both complexes show two populations and have a Pearson correlation coefficient of 0.23 (p-value=1.88 × 10^−160^) (Figure 2B). This indicates a significant overlap between Msl1 and Nsl1 binding populations, but suggests also a differential genome-wide binding of MSL and NSL. To know at which genomic regions the identified peaks localize, each peak was annotated either to promoter, GB (containing introns, exons, untranslated regions and transcription termination sites together) or intergenic regions. 74% of all Msl1 peaks are detected at GBs (Figure 2C). In contrast, the majority of identified Nsl1 peaks are present at promoter regions (67%) (Figure 2C). Moreover, only about 10% of all Msl1- or Nsl1-binding sites map to intergenic regions (as defined above, excluding introns). 

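Each called peak was placed by its summit as promoter (from 1 kb upstream to 100 bases downstream of a TSS), gene body (within a transcript or up to 1 kb after its end) or intergenic. Of the Msl1 peaks, 64.7% lay in gene bodies (63.2 to 66.2) and 30.9% at promoters (29.4 to 32.3). The promoter definition moved these shares most, and with promoters of 1 kb on both sides of the TSS 4.90% lay in gene bodies and 90.7% at promoters. When the whole region was tested for peaks, 63.6% lay in gene bodies and 27.4% at promoters.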

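Of the Nsl1 peaks, 59.9% lay at promoters (58.7 to 61.1) and 21.1% in gene bodies (20.1 to 22.1). With the genome level as the only background, which moved the promoter share most, 49.3% lay at promoters, and at the stricter p-value 67.5% did. When the whole region was tested, 51.5% lay at promoters and 25.6% in gene bodies.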

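Intergenic positions made up 4.40% of the Msl1 peaks (3.79 to 5.08) and 19.01% of the Nsl1 peaks (18.1 to 20.0). The share of Msl1 peaks moved most when the whole region was tested, to 8.94%, where that of Nsl1 peaks was 22.9%. At the stricter p-value the share of Nsl1 peaks was 14.8%.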

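Each peak with its summit at a promoter or in a gene body was assigned to the gene with the nearest TSS. That gene was counted as bound, out of 37273 annotated genes, and it need not be the gene that holds the summit. Promoters or gene bodies held 3845 Msl1 peaks and 5390 Nsl1 peaks. With each gene counted once, 3805 genes were bound by Msl1 and 5127 by Nsl1. The number for Msl1 moved most with the genome level alone as background, to 10580, and was 2052 when the whole region was tested and 1907 at the stricter p-value. The number for Nsl1 was 7611, 7125 and 3622 under the same settings. All settings for bound genes were added after seeing the data.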

The majority of the 9890 Msl1-, or 6251 Nsl1-specific binding sites are at promoter and/or GB regions (Figure 2C), and after removal of redundant genes, we defined 5844 Msl1- and 4755 Nsl1-bound genes (Figure 2—figure supplement 1A, Figure 2—source data 2). As only 10% of the binding sites were detected at intergenic regions, we focused our further analyses on the role of MSL and NSL complexes in gene regulation at the promoter and/or GB regions.

To understand the genome-wide binding of MSL and NSL, we compared by k-means clustering either Msl1, or Nsl1 binding profiles with that of Mof and the presence of H4K16ac at 30,300 ENSEMBL transcription start sites (TSSs). In good agreement with our results showing that in mESCs Msl1 and Nsl1 incorporate in the endogenous MSL or NSL complexes, respectively, genome-wide Mof binding overlaps with that of Msl1 and Nsl1 around most of the TSSs, which are also H4K16ac positive (Figure 2D).

Interestingly, at promoters, MSL and NSL complexes have distinct binding profiles. Nsl1 and Mof show a sharp binding peak centred at the TSSs, while the average Msl1 binding profile is similar to H4K16ac (see below) and extends downstream from the TSSs in the GB regions (Figure 2E). Moreover, the Msl1 and Mof signals are enriched downstream of promoters at GBs, whereas the control and the Nsl1 signals are not (Figure 2F). 

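The profiles were taken at 1 TSS for each of 22359 protein-coding genes, with reads extended to 200 bases and averaged in bins of 50 bases within 2 kb. The Msl1 profile was highest from 250 to 300 bases downstream of the TSS and the Nsl1 profile from 0 to 50 bases. Msl1 stayed above the middle between its highest and lowest bins from 50 to 850 bases, a width of 800 bases, and Nsl1 from -250 to 300 bases, a width of 550 bases. At the maximum, the Msl1 profile was 2.93 times, and the Nsl1 profile 3.31 times, the level at the upstream end. For Msl1, keeping all reads moved the maximum most, to a bin centred at 175 bases. For Nsl1, the TSSs of the listed Nsl1 positions moved it most, to a bin centred at -75 bases.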

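Reads were averaged over 5940 protein-coding genes of at least 5 kb with an Msl1 or Nsl1 peak, in 20 parts of the gene body, and divided by the level in the 1 kb downstream of the genes. Peaks were assigned to genes by the nearest TSS, as for the bound genes. The Msl1 level was 2.61 in part 1, 1.72 in part 2 (1.68 to 1.76), 1.11 in part 5 and 1.01 in part 10, and 1.46 in the 1 kb upstream. The Nsl1 level was 2.60 in part 1, 1.13 in part 2 (1.10 to 1.16), 0.890 in part 5 and 0.865 in part 10, and 2.30 in the 1 kb upstream. These intervals come from 200 random draws of the genes and carry no variation between libraries. In 10586 genes without a peak, the level in part 2 was 1.31 for Msl1 and 1.05 for Nsl1. Keeping all reads left both values of part 2 within these intervals. With the whole region tested for peaks, 6471 genes had a peak, and the level in part 2 was 1.645 for Msl1 and 1.13 for Nsl1.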

Altogether our results demonstrate that MSL and NSL bind mostly to distinct sites in mESCs. 

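The reads per kb from 500 to 2000 bases downstream of the TSS were divided by those within 500 bases of it. Over the TSSs of all protein-coding genes this ratio was 0.839 for Msl1 (0.835 to 0.842) and 0.483 for Nsl1 (0.481 to 0.485). For Msl1 it moved most with a window from 1000 to 2000 bases, to 0.724, and for Nsl1 at the TSSs of the listed Nsl1 positions, to 0.241. The ratio was higher for Msl1 than for Nsl1 under each setting that was run.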

NSL binds directly to the TSS region of genes, while the genome-wide location of MSL is both at TSSs and downstream of the TSSs of bound genes.

### MSL and NSL bind to active genes, but are differently related to gene expression

To assess the relationship between Msl1 and Nsl1 binding and gene expression in mESCs, we took advantage of available RNA-seq data (Tippmann et al., 2012) and compared the average expression of Msl1-, or Nsl1-bound genes (in median log2 FPKM values) to that of all ENSEMBL genes (Figure 3A). The median expression values for Msl1-, or Nsl1-positive genes were significantly higher as compared to all ENSEMBL genes, demonstrating that Msl1 and Nsl1 are mostly present at expressed genes in mESCs.

**Figure 3.**
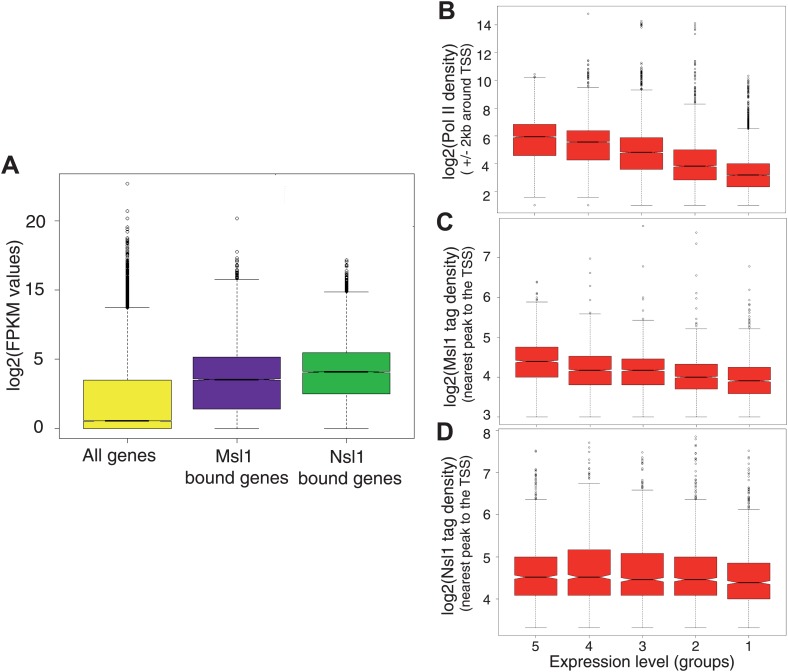
Msl1 and Nsl1 bind to active genes, but participate differentially to gene expression. (**A**) Boxplots showing the log2 of RNA FPKM expression values from mESCs of all analysed, Msl1-, or Nsl1-bound ENSEMBL genes. (B, C and **D**) RNA expression values are ranked into five groups, where group 5 represents the highest RNA expression level and group 1 the lowest (see bottom of panels **B**–**D**). Boxplots show the tag density of the nearest peak to the TSS for (**B**) Pol II, (**C**) Msl1 and (**D**) Nsl1 tag densities around the TSSs at the five groups. Only density values higher than zero were taken into consideration. The median is different between groups, if the notches of the boxplots do not overlap. **DOI:** http://dx.doi.org/10.7554/eLife.02104.010

To determine whether the binding strength of Msl1 or Nsl1 correlates with gene expression, we compared Msl1 and Nsl1 enrichment around TSSs with gene expression data from the corresponding bound genes. Msl1- or Nsl1-positive genes were divided into five categories according to their expression levels (Figure 3B–D). As a control, in the same five categories densities of Pol II peaks at promoters correlated with gene expression with decreasing Pol II densities from highly to poorly expressed genes (Figure 3A; Barski et al., 2007). Importantly, the boxplot representation revealed a similar correlation as Pol II between Msl1 binding and gene expression, indicating that the stronger the gene is expressed the higher Msl1 and Pol II are enriched at the binding sites (Figure 3B,C). In contrast, there is no significant difference of the Nsl1 median values between the five groups, indicating that Nsl1-binding to promoters is not proportional with the level of expression (Figure 3D). Our results thus demonstrate that both Msl1 and Nsl1 bind to active genes, but that only the binding strength of Msl1, and not that of Nsl1, correlates with mRNA levels, suggesting a different dynamic and/or functional behaviour of the two complexes at the regulated loci.

### The localization of MSL, but not that of NSL, overlaps with the presence of H4K16ac

As H4K16 is a known target of Mof in *Drosophila* and mammals (Hilfiker et al., 1997; Smith et al., 2001, 2005; Taipale et al., 2005), we compared Msl1 or Nsl1 binding sites with the presence of H4K16ac. Our scatter plot analyses indicate that there is a general overlap of Msl1 or Nsl1 with H4K16ac, whereas the correlation between Msl1 binding sites and H4K16ac is better (Pearson correlation coefficient 0.57) than between Nsl1 and H4K16ac (Pearson correlation coefficient 0.32), which is also reflected in the corresponding p-values (Figure 4A,B). 

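At the 6678 TSSs of protein-coding genes with an Msl1 or Nsl1 peak, assigned by the nearest TSS, the highest bins of both profiles were those found over all protein-coding genes. The Msl1 profile was at 4.61 times its upstream level there, and the Nsl1 profile at 6.18 times. The middle between the highest and lowest bins was exceeded over 750 bases for Msl1, from 100 to 850 bases, and over 450 bases for Nsl1, from -200 to 250 bases. The downstream ratio at these TSSs was 0.809 for Msl1 (0.804 to 0.813) and 0.324 for Nsl1 (0.322 to 0.326). With the whole region tested for peaks, 7282 TSSs were taken, the highest bins were the same and at 4.22 and 5.96 times the upstream level, and the downstream ratio was 0.806 for Msl1 and 0.331 for Nsl1. The sets of genes with a peak were taken after seeing the data. H4K16ac and Pol II reads were not analysed here.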

The comparison of the distribution patterns of Msl1, Nsl1, Pol II and H4K16ac around the TSSs (±2 kb) of all Msl1- and Nsl1-bound genes further indicates that the Msl1 binding profile is more similar to the genome-wide presence of H4K16ac, than that of Nsl1 (Figure 4C). H4K16ac levels are enriched downstream of the TSSs overlapping with the binding profile of Msl1 (Figure 4C). In contrast, the centre of the Nsl1 binding profile centred at the TSS region does not overlap with that of the H4K16ac peak (Figure 4C). These binding profiles suggest a link between H4K16 acetylation and the MSL HAT complex (Figure 4).

**Figure 4.**
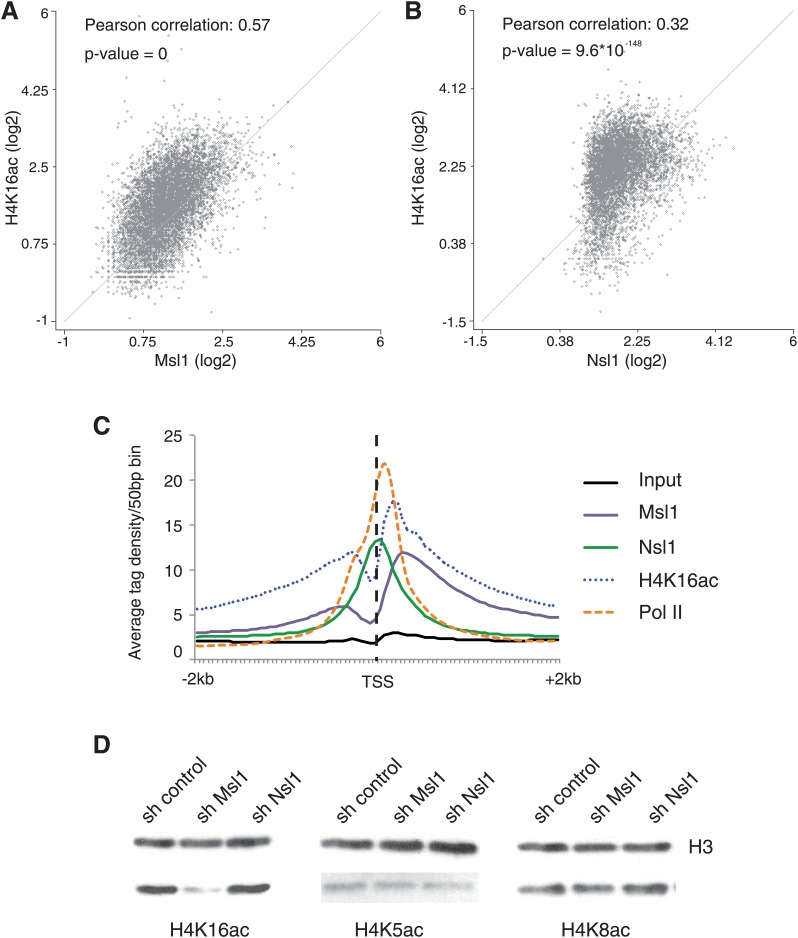
MSL affects H4K16 acetylation in mESCs. (**A** and **B**) Scatter Plots indicating the Pearson correlation and Pearson p-values between H4K16ac and Msl1 (**A**) or Nsl1 (**B**) densities at Msl1 peaks or Nsl1 peaks. Log2 represented tag densities were calculated at peak regions and normalized to the control (Input) data set. (**C**) Average binding profiles of Msl1, Nsl1, Pol II and H4K16ac at a region of +2 kb around all ENSEMBL promoters. Only Nsl1 and Msl1 positive genes are taken into consideration. The input serves as control and tag densities are normalized to the input. (**D**) mESCs were treated for 5 days with lentiviral vectors expressing sh control, sh Msl1, or sh Nsl1 interfering RNAs. Total histones were isolated by acidic extraction and H4K16ac, H4K5ac, and H4K8ac levels were analysed by western blot. Histones were normalized using an antibody against non-modified histone 3 (H3). KD efficiencies were tested in Figure 2—figure supplement 2A–D. **DOI:** http://dx.doi.org/10.7554/eLife.02104.011

### MSL is the main H4K16 acetylase in mESCs

Although it was demonstrated that Mof depletion in embryos results in a loss of H4K16ac (Gupta et al., 2008; Thomas et al., 2008), the exact contribution of the two Mof-containing HAT complexes to H4K16 acetylation remains to be determined. To address this question, we analysed the global acetylation of H4K16 after Msl1 or Nsl1 KD and also quantified acetylation of H4K5 and H4K8, two other proposed substrates for hNSL in differentiated human cells (Cai et al., 2010). Western blot analyses of total histone proteins from mESCs expressing shRNAs targeting Msl1 or Nsl1 revealed a dramatic reduction of H4K16ac upon Msl1 depletion, whereas Nsl1 KD did not affect H4K16ac levels (Figure 4D). This is in good agreement with the differential Msl1 and Nsl1 ChIP-seq profiles (Figure 4C). Moreover, H4K5ac and H4K8ac levels did not change in cells expressing either Msl1 or Nsl1 shRNA (Figure 4D). Altogether, the above results indicate that in mESCs (i) the enzymatic activity of the MSL complex is responsible for H4K16 acetylation downstream of the TSS, (ii) MSL is the main acetylase for H4K16 and (iii) the global H4K16 acetylating function of MSL cannot be compensated by other HAT complexes.

### MSL is present at genes regulating the pluripotency network and developmental processes

To understand the role of the two Mof-containing complexes for gene regulation and regulatory pathways in mESC, we further characterized genes bound either individually or together by Msl1 and/or Nsl1. Out of 10,600 Msl1- and Nsl1-bound genes about one quarter are co-bound by both complexes, while 3274 are only bound by Msl1 and 2185 only by Nsl1 (Figure 5A, Figure 2—source data 2). 

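Of the 7267 genes bound by Msl1 or Nsl1 in the called peaks, 1665 (22.9%) were bound by both, 2140 by Msl1 only and 3462 by Nsl1 only. As a share of the sum of Msl1-bound and Nsl1-bound genes, in which a gene bound by both counts 2 times, they made up 18.6%. If the 2 sets were independent draws from all annotated genes, 523 would be bound by both, so the observed number was 3.18 times as high (3.03 to 3.34). Every setting tried for this ratio was added after the data were examined, and the pool of genes moved it most. It was 2.14 among 22367 protein-coding genes, 2.26 for a pool of the size the paper names, 2.42 with the genome level as the only background and 2.81 when the whole region was tested. With the genome level alone 5219 genes were bound by both, 5361 by Msl1 only and 2392 by Nsl1 only. When the whole region was tested, 1103 genes were bound by both, 949 by Msl1 only and 6022 by Nsl1 only. From the correlation across peaks, their genomic regions and the profiles at TSSs and along gene bodies, the paper concludes that MSL and NSL bind mostly to distinct sites, and it then characterizes the genes bound by either or both.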

Our statistical analyses showed that these numbers are significant (Figure 5—figure supplement 1). To identify genes regulated specifically by MSL and/or by NSL, we analysed genes bound by only Msl1, by only Nsl1, or together by Msl1 and Nsl1 for gene ontology (GO). All three categories are enriched for GO terms such as metabolic process, gene expression, cell proliferation, and cell cycle. These GO terms represent housekeeping functions of every cell type, but can also be related to the cellular homeostasis of ESCs. Interestingly, genes bound by only Msl1 are enriched for GO terms such as embryo development, stem cell differentiation and maintenance (Figure 5B). Importantly, almost 50% of all reference genes associated with stem cell maintenance are Msl1 positive (Figure 5B).

**Figure 5.**
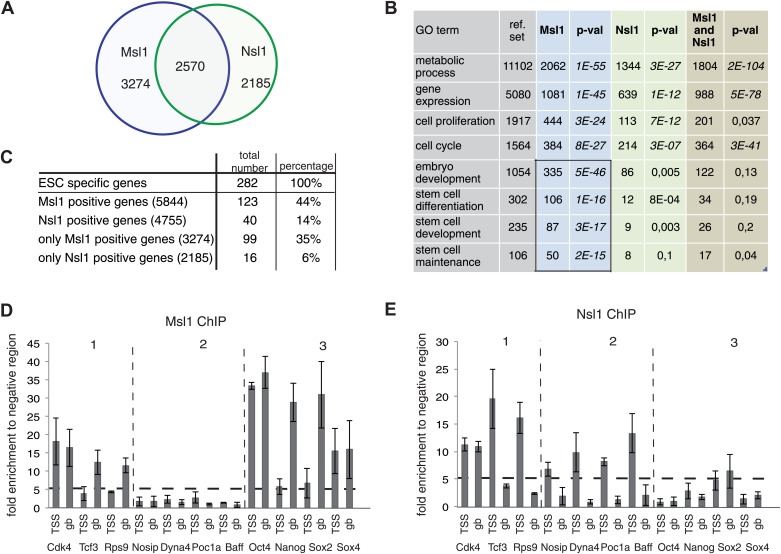
MSL and NSL bind to shared and specific gene sets. (**A**) Venn Diagram showing the overlap between Msl1 and Nsl1 binding sites at ENSEMBL genes. For statistical analyses see Figure 5—figure supplement 1A–C. Binding at TSSs and gene bodies was considered together. Genes are listed in Figure 2—source data 2. (**B**) Gene ontology analysis using Manteia (Tassy and Pourquie, 2013) of only Msl1 binding sites, only Nsl1 binding sites, or common binding sites. Significant GO terms for only Msl1 binding sites are highlighted by a box. (**C**) Differentially expressed genes were identified with the DEseq analysis (Anders and Huber, 2010). The table represents genes expressed only in mESCs (when compared to NPCs). The overlap with all Msl1 positive, all Nsl1 positive or only complex specific genes was calculated. Statistical analyses in Figure 5—figure supplement 2A–D indicates significant enrichment of Msl1 at mESC-specific genes. (**D** and **E**) Bound genes were divided into three categories: Common (category 1), specific for Nsl1 (category 2) and specific for Msl1 (category 3). From these categories genes were chosen for ChIP-qPCR using the anti-Msl1 (**D**) or anti-Nsl1 (**E**) antibodies. Fold enrichment higher than five was defined as specific binding and Msl1 and Nsl1 presence was analysed at the indicated genes in each category. Bar charts represent the mean and standard deviation of 2–3 independent experiments. **DOI:** http://dx.doi.org/10.7554/eLife.02104.012

**Figure 5—figure supplement 1.**
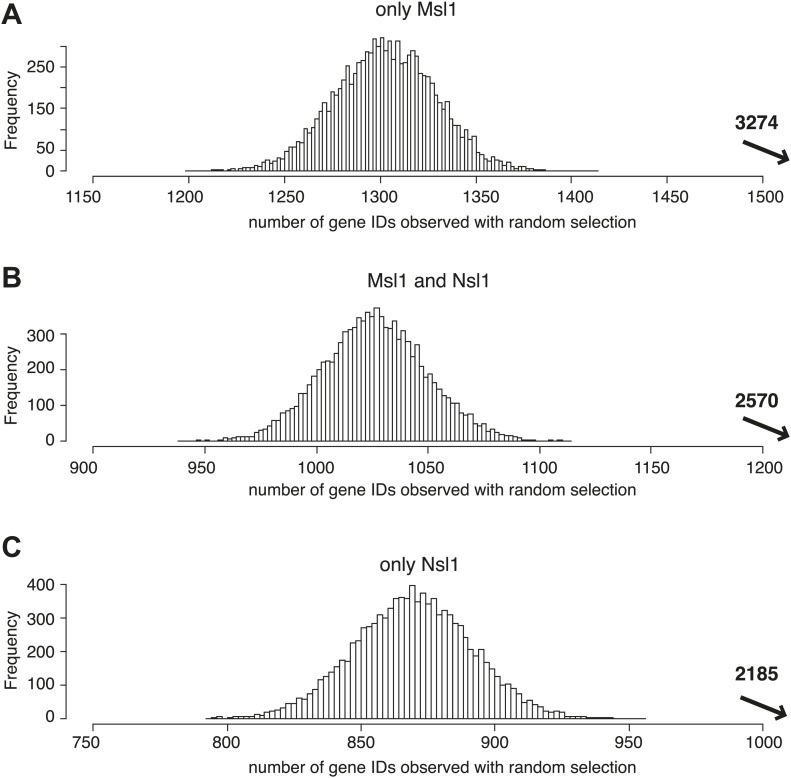
MSL and NSL significantly bind to shared and specific gene sets. (**A**–**C**) Bootstrap statistical analyses (‘Materials and methods’) were carried out with a random selection of 10,600 genes (IDs) out of a total pool of 26,460 ENSEMBL IDs. Histograms represent the average numbers of observed IDs in the three random sets. The average numbers and SDs are: only Msl1 1303 ± 27 (**A**), Msl1 and Nsl1 1027 ± 23 (**B**) and for only Nsl1 870 ± 22 (**C**). These averages are significantly far from the experimentally determined numbers (p-value<1.0e−90) shown with an arrow in bold. The z-cores are 75 (only Msl1), 66 (Msl1 and Nsl1) and 60 (Nsl1). **DOI:** http://dx.doi.org/10.7554/eLife.02104.013

**Figure 5—figure supplement 2.**
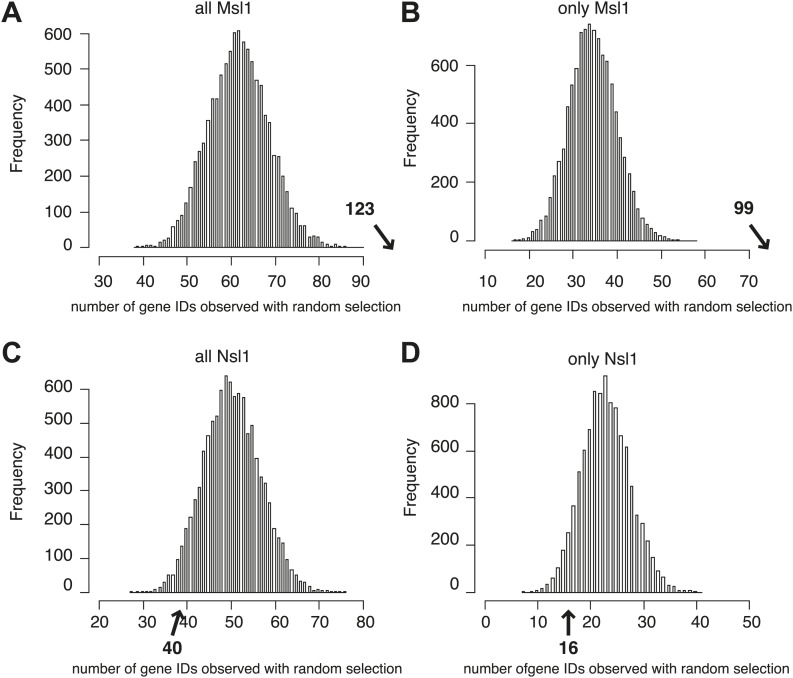
MSL, but not NSL locates to mESC-specific genes. (**A**–**D**) Bootstrap statistical analyses (‘Materials and methods’) were carried out with a random selection of 282 genes (IDs) out of a total pool of 26,460 ENSEMBL IDs. Histograms represent the average numbers of observed IDs in the four random sets. The average numbers and SDs are: 62 ± 7 (all MSL) (**A**), 35 ± 6 (only MSL) (**B**), 51 ± 7 (all NSL) (**C**) and 23 ± 5 (only NSL) (**D**). The averages obtained by random selection are significantly far from those obtained experimentally (shown with an arrow in bold) for MSL (**A** and **B**): p-value=3.27e−18 (all MSL) and 1.11e−31 (only MSL). However, the averages are not significantly different (shown with an arrow in bold) for NSL (**C** and **D**): p-value=0.107 (all NSL) and p-value=0.1177 (only NSL). **DOI:** http://dx.doi.org/10.7554/eLife.02104.014

Therefore, we investigated the presence of Msl1 (and Nsl1) at mESC-specific genes. Available RNA-seq data of mESCs (Tippmann et al., 2012) allowed us to define 282 genes expressed only in pluripotent mESCs. Out of these 282 mESC-specific genes, 123 (44%) are bound by Msl1 and only 40 (14%) are Nsl1 positive. Furthermore, about 100 mESC-specific genes are bound exclusively by Msl1, while 16 genes are bound only by Nsl1 (Figure 5C). Our statistical analyses indicate that only MSL binding at mESC-specific genes is higher than random (Figure 5—figure supplement 2).

To validate these bioinformatics analyses, all Msl1- and/or Nsl1-bound genes were divided into three categories (Figures 2B and 5A): Msl1- and Nsl1-bound genes (category 1), genes bound only by Nsl1 (category 2) and genes bound only by Msl1 (category 3). Msl1 and Nsl1 binding to the three gene categories were validated by ChIP-qPCR on a few selected genes. In agreement with all our above analyses, we observed that Msl1 binds to TSSs and/or GB regions of most genes from category 1 and 3 (Figure 5D), whereas Nsl1 is detected mostly at the TSSs of genes from category 1 and 2 (Figure 5E). 

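In Figure 5D and 5E, category 1 holds Cdk4, Tcf3 and Rps9, category 2 holds Nosip, Dynlt1 (Dyna4 in the figure), Poc1a and Baff, and category 3 holds Oct4 (Pou5f1), Nanog, Sox2 and Sox4. Within 500 bases of the TSS, the Msl1 reads of category 1 were 2.03 (Cdk4), 3.15 (Tcf3) and 3.34 (Rps9) times the local level, and the Nsl1 reads 5.02, 2.40 and 7.90 times. Over the TSSs with at least 20 reads in both libraries together, the median ratio lay between 1.99 and 2.63 for Msl1 and between 1.81 and 2.30 for Nsl1 on the autosomes. In category 2, the Msl1 ratio was between 1.33 (Poc1a) and 2.82 (Dynlt1), and the Nsl1 ratio was 6.72 at Nosip (5.47 to 8.18), 5.39 at Dynlt1 (3.65 to 7.70), 4.20 at Poc1a (3.17 to 5.47) and 1.50 at Baff (0.902 to 2.36). The Baff amplicon named for the TSS lies 635 bases downstream of the annotated TSS, where the Nsl1 ratio was 3.87 (2.84 to 5.15). In category 3, the Nsl1 ratio was between 1.32 (Pou5f1) and 2.35 (Nanog), and the Msl1 ratio was 5.19 at Pou5f1, 4.99 at Sox4, 1.99 at Nanog (1.39 to 2.77) and 1.53 at Sox2 (0.944 to 2.35). Both libraries had a called peak within 500 bases of the TSS at Cdk4, Tcf3 and Rps9, and only the Nsl1 library at the genes of category 2. A peak counted when any part of its interval reached the window, as at Baff, where the Nsl1 ratio in the window was 1.50. In category 3, an Msl1 peak was called there at Pou5f1 and Nanog but not at Sox2 and Sox4, and no Nsl1 peak was called. When the whole region was tested, no Msl1 peak was called at Cdk4, Tcf3 and Rps9. At the stricter p-value no Msl1 peak was called at Cdk4 and no Nsl1 peak at Tcf3, and with the genome level alone an Msl1 peak was called at Nosip. In the gene body amplicon of Tcf3, the ratio was 4.58 for Msl1 (3.61 to 5.73) and 1.14 for Nsl1 (0.691 to 1.76), and at its TSS amplicon 1.32 for Msl1 (0.835 to 1.99) and 2.45 for Nsl1 (1.77 to 3.32). The listed gene body primers of Cdk4 are the same as its TSS primers.

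**Figure D1:**
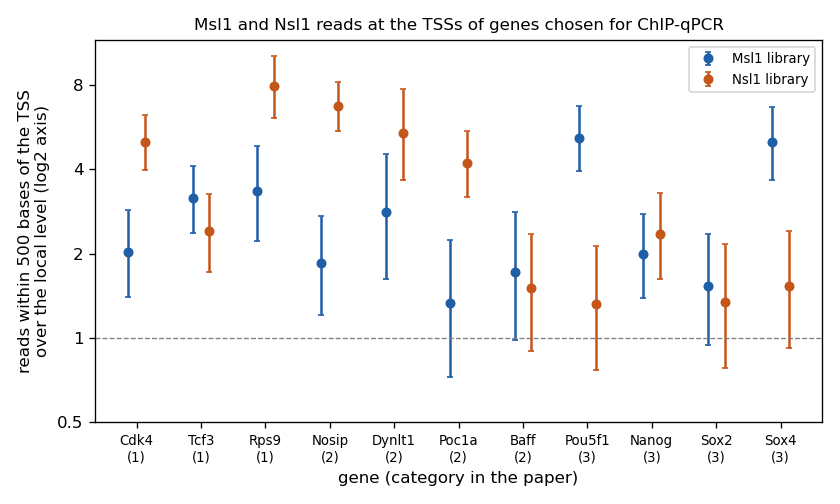
Reads within 500 bases of the TSS over the local level (log2 axis) in the Msl1 and the Nsl1 library, for the genes of Figure 5D and 5E with their category in parentheses; points are the ratios of 1 library each, bars are 95% exact Poisson intervals and the dashed line marks 1. The Nsl1 points of Cdk4, Rps9, Nosip, Dynlt1 and Poc1a lie between 4.20 and 7.90, and those of category 3 between 1.32 and 2.35. The Nsl1 point of Baff (1.50) lies within the range of category 3, and that of Tcf3 (2.40) just above it.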

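The amplicons designed for the genes of the pluripotency network gave the following read ratios. At Oct4, on chromosome 17, the Msl1 ratio was 5.70 at the TSS amplicon (4.39 to 7.28) and 4.79 at the gene body amplicon (3.60 to 6.25), and the Nsl1 ratio was 0.850 (0.423 to 1.53) and 1.05 (0.571 to 1.76). At Sox2, on chromosome 3, the Msl1 ratio was 1.82 at the TSS amplicon (1.18 to 2.71) and 6.92 at the gene body amplicon (5.56 to 8.53), and the Nsl1 ratio was 1.11 and 1.26. At the TSS amplicon of Nanog, on chromosome 6, the ratio was 1.99 for Msl1 (1.39 to 2.77) and 2.42 for Nsl1 (1.68 to 3.38). The gene body primers of Nanog gave no amplicon in mm9. At Sox4, on chromosome 13, the Msl1 ratio was 5.49 and 6.47 at the amplicons named for the TSS and the gene body, and the Nsl1 ratio was 1.12 and 1.37.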

Our results also show that Msl1 positive genes contain several mESC specific genes, including genes related to the core pluripotency network (e.g., Oct4, Nanog and Sox2) (Figure 5E). In summary, we demonstrate that the two Mof-containing complexes bind to shared, MSL-, or NSL-specific gene sets, but only the MSL complex is present at genes regulating the ESC pluripotency network and developmental processes.

### NSL influences cellular proliferation of mESCs

In mouse embryos ablation of *Mof* results in lethality at embryonic day 3.5 and Mof also affects mESCs pluripotency (Gupta et al., 2008; Thomas et al., 2008; Li et al., 2012). To further analyse the cellular roles of MSL and NSL in mESCs, Msl1, or Nsl1 were individually depleted by shRNA KD (see Figure 2—figure supplement 2A–D). To exclude compensation between MSL and NSL complexes, a double KD of Msl1 and Nsl1 (shMsl1/shNsl1) was also carried out (Figure 6—figure supplement 1A). Next, total cell numbers were counted over 6 days. These analyses indicated that KD of Msl1 reduces slightly cell proliferation, while the KD of Nsl1, or the double KD of Msl1 and Nsl1 lead to a much slower cell growth (Figure 6A). When analysing cell morphology under these KD conditions, we did not observe any change in mESC shape. (Figure 6B) As the reduction of cell numbers under the KD conditions was not due to apoptosis (Figure 6—figure supplement 1B), we next carried out cell cycle analyses. These FACS measurements demonstrated that mESCs treated with shMSL1, shNsl1 and shMsl1/shNsl1 accumulate in the G1-phase of the cell cycle, with shNsl1 and shMsl1/shNsl1 being more severe than shMsl1 (Figure 6C). These results together suggest that Nsl1 might be more required for regulating housekeeping genes involved in cellular homeostasis of mESCs, as reflected in higher number of G1-phase cells and decreased cell proliferation of shNsl1 and shMsl1/Nsl1 mESCs.

**Figure 6.**
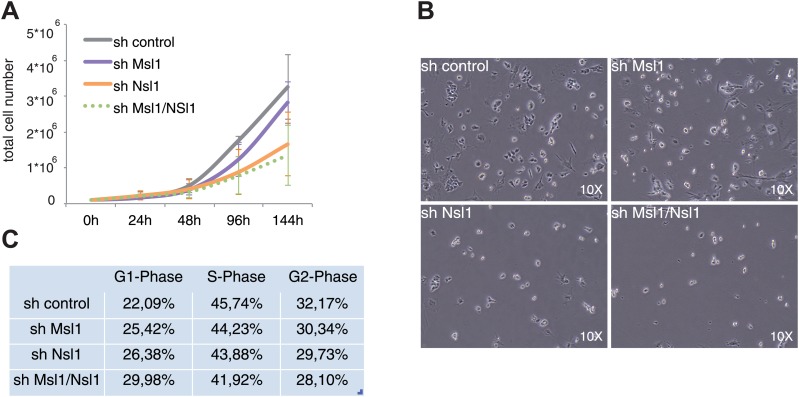
NSL influences cell growth and cell cycle of mESCs. (**A**) Cell proliferation analyses by cell counting over 6 days of control, or indicated KD mESCs. Error bars represent the standard deviation of three independent experiments. See Figure 6—figure supplement 1A for validation of KD efficiency of sh Msl1/Nsl1 double KD mESCs. (**B**) Morphology of control and Msl1 and Nsl1 single or double KD mESCs at 6 days after lentiviral infection using a reverse-phase microscope with a 10x magnification. (**C**) Cell cycle analyses of control and KD mESCs by propidium iodide staining followed by FACS analyses. Cell numbers of G1-, S- or G2-phases are represented in percentages after analyses with CellQuest Pro software. See Figure 6—figure supplement 1B for apoptosis analysis. **DOI:** http://dx.doi.org/10.7554/eLife.02104.015

**Figure 6—figure supplement 1.**
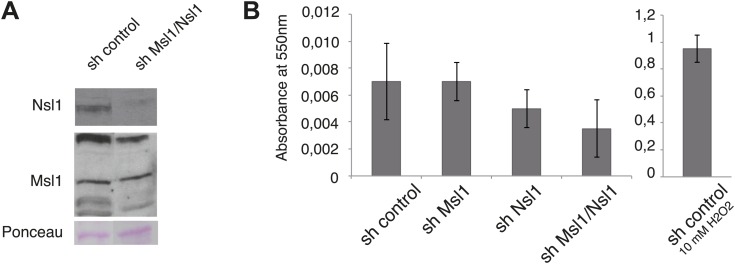
shMsl1, shNsl1 and double KD mESCs do not undergo apoptosis. (**A**) mESCs were treated with sh control or a mix of sh Msl1 and sh Nsl1 (sh Msl1/Nsl1) expressing lentiviral vectors. 5 days after lentiviral infection Msl1 and Nsl1 downregulation in sh control or sh Msl1/Nsl1 mESCs was tested by Western Blot. 20 μg of proteins were loaded per lane and normalized by ponceau staining and the blots were revealed with the indicated antibodies. (**B**) Cell death analyses of sh control, sh Msl1, sh Nsl1 and sh Ms1/Nsl1 mESCs 6 days after lentiviral infection. Sh control mESCs treated with 10 mM of H_2_O_2_ were used as positive control. Phosphatidylserine appearance at the outer cell membrane of apoptotic cells was analysed by colorimetric measurement at 550 nm using the APOpercentage assay. **DOI:** http://dx.doi.org/10.7554/eLife.02104.016

### MSL binds to pluripotency genes regulated by Mof

To better understand the function of genes bound by MSL and NSL in mESCs, genome-wide expression changes were analysed by microarrays. To this end total RNA was isolated from control mESCs, or mESCs depleted for either Msl1, or Nsl1 (Figure 2—figure supplement 2A–D). In shMsl1 KD cells, 275 genes were found to be downregulated (with Msl1 itself is in the downregulated list (Figure 7—source data 1)), and 500 genes upregulated, as compared to control KDs. By comparing Msl1-bound and Msl1-regulated genes (Figure 7A), we found that Msl1 is present at about 30% (105 genes) of all downregulated and at 20% (107 genes) of all upregulated genes. In Nsl1 KD conditions, 1158 genes are downregulated (including Nsl1 itself) and 429 are upregulated, as compared to KD controls (Figure 7—source data 1). By comparing the genome-wide binding (ChIP-seq) and expression data changes following KD, we show that Nsl1 is present at 43% (441 genes) of all downregulated and at 5% (30 genes) of all upregulated genes (Figure 7B). The Msl1-, or Nsl1-KD affected genes determined by the microarray analyses were then confirmed by RT-qPCR under Msl1-, or Nsl1-KD conditions (Figure 7C,D). Interestingly, we noticed genes known to be involved in differentiation, like *Nestin* and *Ntrk1*, in the upregulated genes of shMsl1 mESCs (Figure 7C).

**Figure 7.**
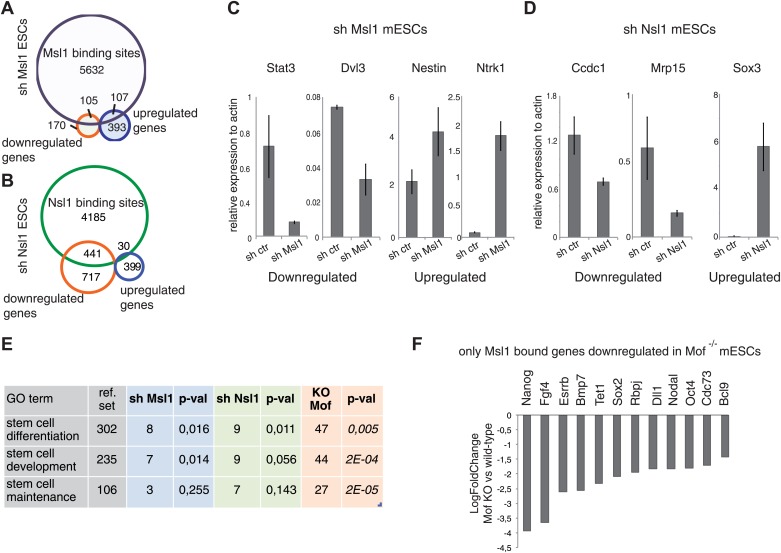
Analysis of Msl1 and Nsl1 regulated genes in mESCs. (**A** and **B**) Venn Diagram of Msl1 (**A**) or Nsl1 (**B**) MACS14 binding sites at ENSEMBL genes and down- or upregulated genes in Msl1 or Nsl1 KD cells. Down- and upregulated genes are listed in Figure 7—source data 1. For validation of KD efficiencies see Figure 2—figure supplement 2A–D. (**C** and **D**) RT-qPCR validation of down- and up-regulated genes in sh Msl1 (**C**) or sh Nsl1 (**D**) mESCs. (**E**) GO analyses using Manteia (Tassy and Pourquie, 2013) of all downregulated genes in Msl1 KD, Nsl1 KD and *Mof* KO mESCs. See Figure 7—figure supplement 1 for further GO analyses. (**F**) Gene expression changes in *Mof* KO vs wild-type mESCs according to Li et al. (2012) of genes involved in stem cell maintenance, represented as fold change. **DOI:** http://dx.doi.org/10.7554/eLife.02104.017 10.7554/eLife.02104.018Figure 7—source data 1.Down- and upregulated genes in shMsl1 and shNsl1 mESCs.**DOI:** http://dx.doi.org/10.7554/eLife.02104.018

**Figure 7—figure supplement 1.**
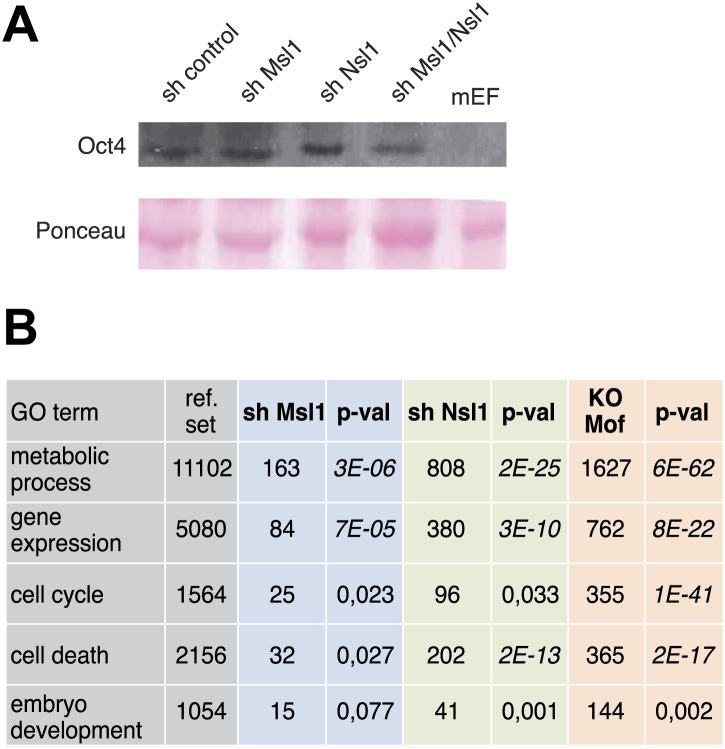
Msl1, Nsl1 and Mof regulate mESC-unspecific genes. (**A**) GO analysis (Tassy and Pourquie, 2013) of downregulated genes in sh Msl1, sh Nsl1 and *Mof* KO mESCs. (**B**) Oct4 expression in cell extracts prepared from sh control, sh Msl1, sh Nsl1 and sh Msl1/Nsl1 mESCs was analysed by Western Blot. Extracts from mouse embryonic fibroblasts (mEFs) were used as negative control. 20 μg of proteins were loaded per lane and normalized by ponceau staining, and the blots were developed with an anti-Oct4 antibody. **DOI:** http://dx.doi.org/10.7554/eLife.02104.019

**Figure 7—figure supplement 2.**
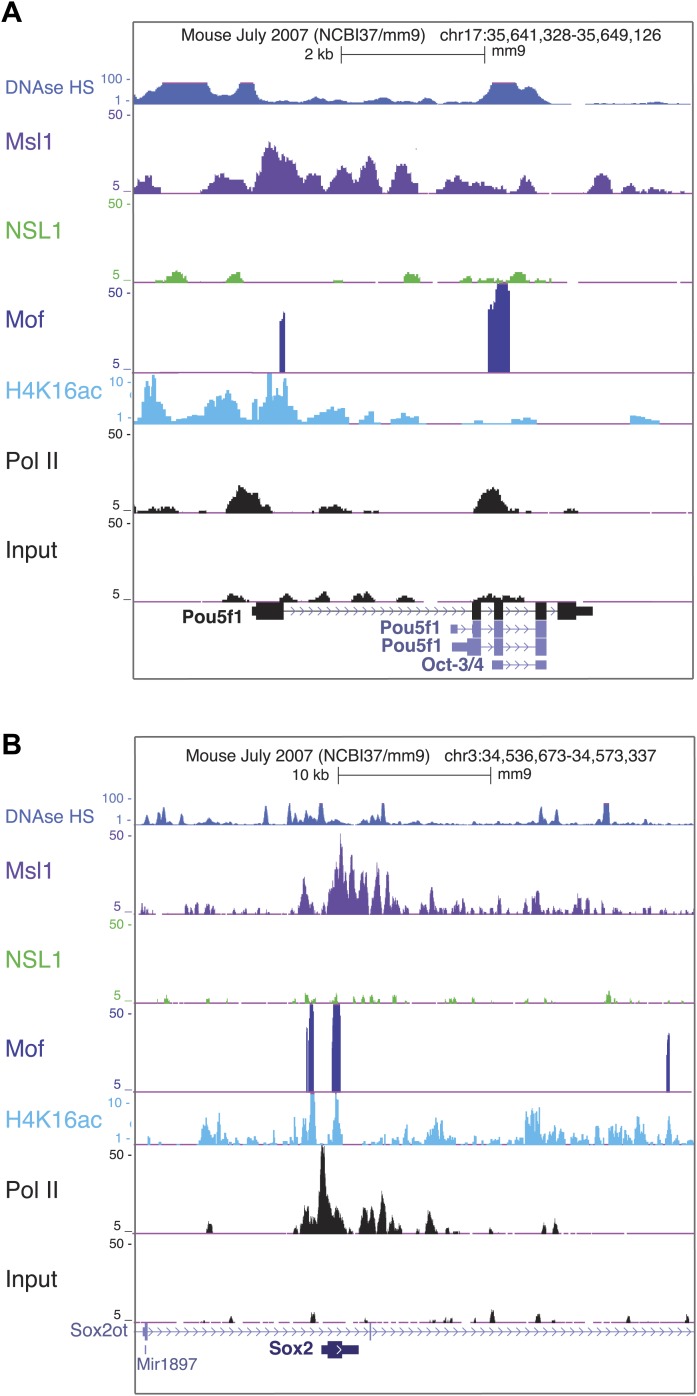
Msl1 and Mof binding at pluripotency genes. (**A** and **B**) Msl1, Nsl1 and Mof binding together with Pol II and H4K16ac profiles at the (**A**) Pou5f1 (Oct4) and (**B**) Sox2 locus at the UCSC genome browser. The Input serves as control. **DOI:** http://dx.doi.org/10.7554/eLife.02104.020

Altogether, our results show that the bound genes of which the expression is affected following either Msl1 or Nsl1 KD are those genes, which absolutely require either MSL or NSL for their correct regulation. Note however, that the relatively weak overlap between Msl1- and/or Nsl1-bound genes on one side and Msl1- and/or Nsl1-regulated genes on the other, may reflect that either the KDs were not sufficiently efficient, and/or that the global gene expression analysis detected only changes in the steady state levels of the mature mRNAs and not the changes in the neosynthesized pre-mRNAs. Along these lines, in our experimental system Msl1, or Nsl1 single, or double KD mESCs do not loose Oct4 expression (Figure 7—figure supplement 1A), a common marker of mESC pluripotency.

Since MSL and NSL are transcriptional co-activators, we were interested in the biological function of downregulated genes upon KD of either Msl1 or Nsl1. We also included available expression data from *Mof* knock-out (KO) mESCs (Li et al., 2012) to overcome the above-described limitations. Analysing the biological function of Msl1, Nsl1, or Mof downregulated genes, we observed GO terms like metabolic processes, gene expression, cell death, or cell cycle control (Figure 7—figure supplement 1B). However, only downregulated genes in *Mof* KO mESCs are significantly enriched for GO terms like stem cell differentiation or maintenance (Figure 7E). Several of these genes are amongst the Msl1 positive mESC-specific genes, such as Nanog, Sox2, Oct4 (Li et al., 2012) (Figure 7F). Moreover, these genes are bound by Msl1 and Mof (Figure 7—figure supplement 2). Thus, the Mof-regulation and the exclusive binding of Msl1 and Mof to these key pluripotency genes suggest that the MSL complex is a regulator of the pluripotency network in mESCs.

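At the TSS of Pou5f1, at 35642982 on chromosome 17, the Msl1 library held 62 reads, 5.19 times the local level (3.95 to 6.71), and the Nsl1 library 17 reads, 1.32 times (0.767 to 2.12). At the listed Msl1 position of Pou5f1, 272 bases downstream of the TSS, the ratio was 5.60 for Msl1 and 1.09 for Nsl1. At the listed position of Nanog, 1687 bases downstream of the TSS in an intron, it was 3.25 for Msl1 (2.45 to 4.22) and 0.823 for Nsl1 (0.424 to 1.44). The range of the local level moved the Msl1 ratio of Nanog most, and with a local level from 5 kb to 20 kb it was 4.90. At the listed position of Sox2, 738 bases downstream of the TSS in its exon, it was 5.12 for Msl1 (3.97 to 6.52) and 1.75 for Nsl1 (1.09 to 2.66). An Msl1 peak was called at Pou5f1 and Nanog but not at Sox2, where one was called with all reads kept, with the whole region tested or with the genome level alone. At Nanog, no Msl1 peak was called with all reads kept, with a shift of 100 bases, with the whole region tested or at the stricter p-value, and at Pou5f1 none was called at the stricter p-value. No Nsl1 peak was called within 500 bases of the TSSs of Pou5f1, Nanog and Sox2, except at Nanog when the whole region was tested or the genome level was the only background. Mof reads were not analysed here.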

### MSL binds to bivalent genes in mESCs

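At the TSS of Nes, at 87775015 on chromosome 3, the Msl1 library held 43 reads, 2.61 times the local level (1.88 to 3.53), and the Nsl1 library 22 reads, 1.34 times (0.836 to 2.03). At the listed Msl1 position of Nes, 446 bases downstream, the ratio was 3.60 for Msl1 (2.73 to 4.68) and 0.908 for Nsl1 (0.507 to 1.50). No Msl1 peak was called there, except with the genome level as the only background. At the TSS of Hes5, at 154335032 on chromosome 4, the Msl1 library held 54 reads, 5.01 times the local level (3.74 to 6.59), and the Nsl1 library 12 reads, 0.850 times (0.438 to 1.49), and an Msl1 peak was called under all the settings. At the TSSs of Dll1, Pax6 and Mtap2 the Msl1 ratio was 2.76 (1.85 to 3.97), 2.01 (1.27 to 3.03) and 1.30 (0.475 to 2.86), without a called Msl1 peak. Over the TSSs with at least 20 reads in both libraries together, the median Msl1 ratio lay between 1.99 and 2.63 on the autosomes. The intervals at the TSSs of Nes, Dll1 and Pax6 include this range, so their ratios do not set them apart from other TSSs. At Mtap2, with 6 Msl1 reads, a difference from the local level was not detectable at this depth. Over the 59 TSSs and listed positions of all named genes, the lower limit of the ratio was above 1 at 47 for Msl1 and at 32 for Nsl1. These loci hold 16 listed Msl1 and 8 listed Nsl1 positions, taken from the paper's peaks in the same data, and genes named for Msl1 binding. The 2 counts therefore cannot show which antibody bound more widely.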

Our above analyses have shown that Msl1 binds not only to mESC-specific genes, but that it locates also to silent, or very weakly expressed, genes that become expressed to control mESC differentiation (Figure 8A, Figure 8—figure supplement 1A). Importantly, KD of Msl1 leads to the upregulation of developmental genes, such as *Nestin* and *Ntrk1* (Figure 7C). These genes often contain both positive (H3K4me3) and negative (H3K27me3) epigenetic modifications (Figure 8A, Figure 8—figure supplement 1A). It is well established that H3K4me3 and H3K27me3 histone modifications co-localize at bivalent domains, which are poised for a quick activation during distinct differentiation processes (Azuara et al., 2006; Bernstein et al., 2006). The Ezh2 subunit of the polycomb repressive complex 2 (PRC2), which catalyzes histone H3K27 tri-methylation, is also a good marker of bivalent domains (Bernstein et al., 2006; Ku et al., 2008). To determine whether Msl1, or Nsl1, would bind to bivalent domains genome-wide, we compared the combined list of all Msl1 and Nsl1 binding sites with Pol II and Ezh2 profiles, together with H3K4me3 and H3K27me3 marks (Figure 8B). The heatmap indicates that about 343 Msl1 binding sites significantly co-localize with Ezh2, H3K27me3, and H3K4me3, which define the bivalent domains (see Cluster C in Figure 8B, Figure 8—figure supplement 1B for statistical analyses). Importantly, these 343 bivalent domain sites are negative for Nsl1 binding. The presence of Msl1 (our study) and Mof (Li et al., 2012) at bivalent genes in mESCs suggests that the MSL complex is involved in keeping these developmental genes silenced, but poised for activation in mESCs.

**Figure 8.**
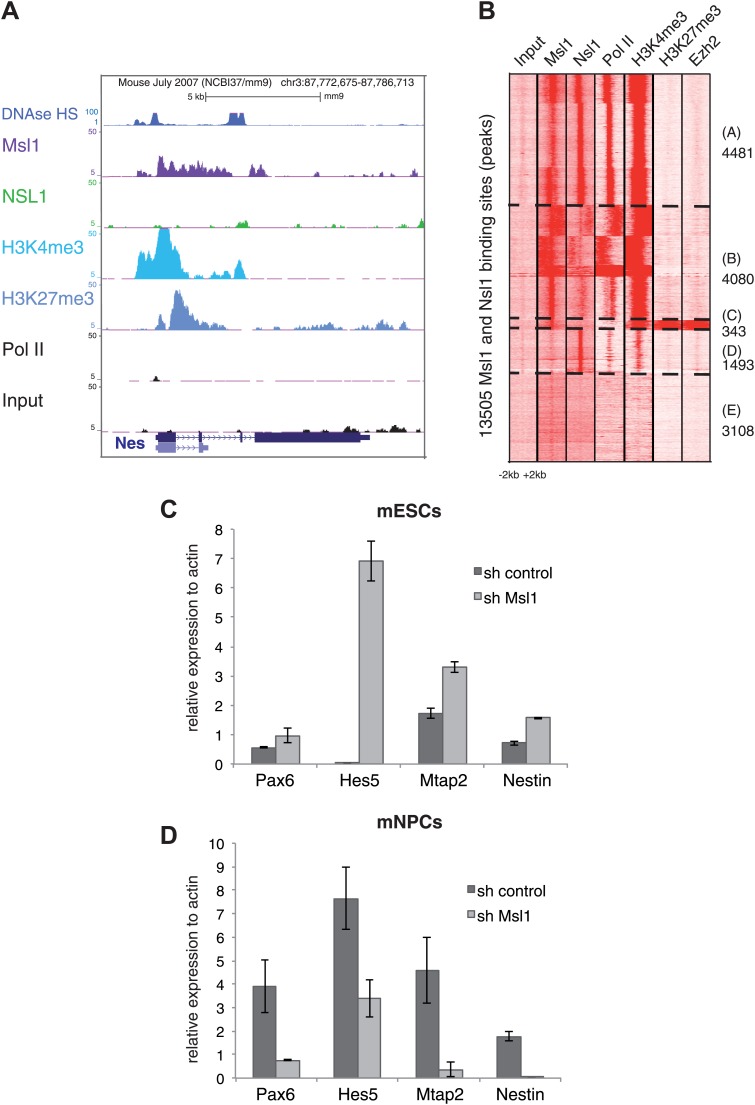
MSL regulates mESC differentiation. (**A**) Msl1 binding together with Nsl1, H3K4me3, H3K27me3 and Pol II at the *Nestin* locus in mESCs. For the *Hes5* gene locus see Figure 8—figure supplement 1A. (**B**) Heatmap showing k-means clustering of Msl1, Nsl1, Pol II, H3K4me3, Ezh2 and H3K27me3 using all Msl1 and Nsl1 binding sites as reference coordinates. Densities are presented −/+2 kb around reference coordinates. Based on the density profiles of all data sets, the heatmap is divided into different categories (as indicated). For statistical analyses of Msl1 positive bivalent genes in Cluster C see Figure 8—figure supplement 1B. (**C** and **D**) mRNA expression measurements by RT-qPCR of bivalent genes, which are also key markers for NPC differentiation, under sh control (dark grey) and sh Msl1 conditions (light grey) in pluripotent mESCs (**C**) or in mNPCs (**D**) NPC formation and KD efficiency of Msl1 in NPCs was validated in Figure 8—figure supplement 1C,D. **DOI:** http://dx.doi.org/10.7554/eLife.02104.021

**Figure 8—figure supplement 1.**
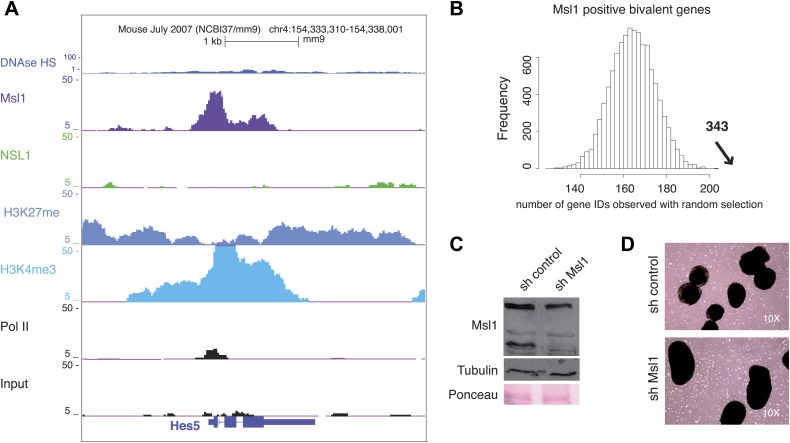
MSL binds to bivalent genes. (**A**) H3K27me3 and Ezh2 profiles together with Nsl1, Msl1, H3K4me3 and Pol II at the bivalent *Hes5* gene at the UCSC genome browser. The input serves as negative control. (**B**) Bootstrap statistical analyses (‘Materials and methods’) were carried out with a random selection of 13,505 genes (IDs) out of a total pool of 26,460 ENSEMBL IDs. The histograms represent the average numbers of observed IDs in the random sets. The average number and SD is: 165 ± 10 using a random selection (p-value=4.48e−66). The experimentally obtained 343 Msl1 positive bivalent genes in Cluster C (indicated by a bold arrow) is significantly far from the average of randomly selected gene IDs. (**C** and **D**) mESCs were treated with sh control or sh Msl1 expressing lentiviral vectors, 5 days after lentiviral infection mESCs were cultured without LIF. RA was added for additional 4 days to induce NPC formation. (**C**) Msl1 downregulation in sh control, or sh Msl1 conditions were tested by Western Blot as indicated. 20 μg of proteins were loaded per lane and normalized by tubulin and ponceau staining. (**D**) Morphology was analysed with a reverse-phase microscope using a 10x magnification. **DOI:** http://dx.doi.org/10.7554/eLife.02104.022

### MSL is required for gene regulation during mESC differentiation

As MSL, but not NSL, was found to be required for keeping bivalent genes silent or low expressed in pluripotent mESCs, we asked whether MSL could regulate bivalent gene expression during mESCs differentiation. For this, mESCs were differentiated into neuronal progenitor cells (NPCs) under control and Msl1 KD conditions (Figure 8—figure supplement 1C). Bivalent genes such as Pax6, Hes5, Mapt2 and Nestin, which are also considered as key markers of NPC differentiation, were upregulated in pluripotent mESC under Msl1 KD conditions (Figure 8C; and see above). In contrary, but in agreement of the regulatory role of the MSL complex at these genes, these key developmental marker genes were downregulated in NPCs in which Msl1 was silenced by shRNA expression during NPC differentiation (Figure 8D). Note however, that Msl1 KD cells morphologically are still able to form NPC-like cells (Figure 8—figure supplement 1D). These results together indicate the important regulatory requirement of the MSL complex first for keeping the subset of bivalent genes poised for activation in mESCs and then for turning them on during mESC differentiation.

## Discussion

### The composition and the genome-wide binding pattern of the MSL and NSL HAT complexes is conserved between mouse ESCs and other metazoan cells

In this study, we analysed two Mof-containing complexes, MSL and NSL to understand their transcription regulation function in mESCs. The proteomic characterization of the mMsl1-, or mNsl1-containing complexes indicated that the subunit composition of the mMSL and the mNSL complexes is identical to human complexes (Figure 1C and see Mendjan et al., 2006; Cai et al., 2010). Importantly, the comparison of the abundance of Msl1 or Nsl1 with Mof in the respective complexes (Figure 1C) and our gel filtration analyses (Figure 1D) demonstrated the incorporation of Msl1 and Nsl1 together with Mof in their respective endogenous complexes. Moreover, the gel filtration experiment indicated the potential existence of ‘free’ Mof that may not be present in either MSL or NSL. Together, the proteomic analyses suggest that there is no free Msl1 or Nsl1 in the nuclei of mESCs and that Msl1 and Nsl1 are specific to the MSL and NSL complexes, respectively.

This observation is important for our study as it indicates that the ChIP binding profiles obtained with either anti-Msl1 or anti-Nsl1 antibodies represent the behaviour of the corresponding endogenous Mof-containing MSL, or NSL HAT complexes. Furthermore, our findings are consistent with previous observations, which suggested that Msl1 and Nsl1 directly interact with Mof in their respective complexes, to stabilize the assembly of these complexes and to regulate their HAT activity (Raja et al., 2010; Kadlec et al., 2011).

Similarly to *Drosophila* (Prestel et al., 2010; Raja et al., 2010; Kadlec et al., 2011; Feller et al., 2012; Lam et al., 2012), our results demonstrate that mouse MSL and NSL have mainly distinct binding profiles at transcribed genes in mESCs. NSL binding overlaps with Pol II binding and DHSs at TSSs, while MSL locates more downstream of promoters towards the GB (Figure 2). These evolutionary conserved binding profiles further suggest that the function of the MSL and NSL complexes in transcriptional regulation are also conserved between *Drosophila* and vertebrate cells.

### MSL is the main H4K16 HAT in mESC

Surprisingly, in mESCs the KD of Msl1, but not that of Nsl1, leads to a global loss of H4K16ac, without reducing H4K5ac and H4K8ac levels (Figure 4D). In differentiated human cells Mof, and subunits of MSL (i.e. Msl1, Msl3) or the Nsl1 subunit of NSL have been reported to be crucial for global H4K16 acetylation by either MSL or NSL, respectively (Li et al., 2009; Zhao et al., 2013). Thus, while the subunit composition of the two Mof-containing MSL and NSL complexes is conserved between mESCs and differentiated human cells (Figure 1C; Cai et al., 2010), the function of the NSL complex seems to be differently regulated in pluripotent mESCs than in differentiated cells. Our observation that the KD of the Nsl1 subunit of NSL does not abolish global H4K16ac levels in mESCs suggests that in these pluripotent cells NSL may have a very localized HAT activity around TSSs of bound genes and the acetylation at these loci cannot be detected in total histone preparations, in contrary to the Msl1 KD. This difference may also be due to the more dynamic recruitment of NSL by mESC-specific factors. In contrast to MSL, NSL binding to promoters does not correlate with RNA expression levels (Figure 3B–D). This further suggests that the two Mof-containing complexes have different mechanisms of action in transcriptional regulation in mESCs. Moreover, the depletion of MSL function is supposed to recapitulate those chromatin perturbations and related cellular changes that are caused by the Mof KO and are linked to H4K16ac loss.

Strikingly, the gene expression of only a small number of MSL or NSL bound genes was directly affected when either Msl1 or Nsl1 was depleted (Figure 7A,B). This might be due to either inefficient KDs, or the measurement of steady-state mature mRNA levels under our experimental conditions. As contrary to Msl1 and Nsl1, ‘free’ Mof was detected in mESC nuclear extracts (Figure 1D), we cannot exclude the possibility that to certain extent Mof alone could compensate for the function of the MSL or NSL complex under Nsl1 and Msl1 KD conditions. However, the abolished global H4K16ac levels in shMsl1 mESCs would rather propose that other transcriptional co-activators, modifying other histone residues than H4K16, could compensate the role of H4K16ac in transcriptional activation.

In summary, our data demonstrating that MSL is the main HAT complex responsible for global H4K16ac in mESCs (Figure 4D), together with the finding that genome-wide binding profiles of Msl1 and Mof overlap with H4K16ac, (Figure 2D) suggest that the co-activator role of MSL is linked to its H4K16 acetylation function at the bound genes.

### MSL and NSL have different functions in pluripotent mESCs

The transitions between distinct chromatin states, from the open acetylated chromatin of the pluripotent mESCs to the more compact deacetylated chromatin of the differentiated cells, suggest the requirement for a tightly regulated chromatin acetylating/deactylating balance that participates in defining pluripotency on one hand and the consequent commitments for distinct differentiation pathways on the other hand. The HAT Mof is important for mESC pluripotency. Mof-deficient embryos have slight cell cycle defects and undergo cell death (Thomas et al., 2008). Under our experimental conditions, KD of Msl1 and Nsl1 alone or together did not affect expression of key transcription factors of the pluripotency network (Figures 6A, Figure 7). Our observation that in mESCs Nsl1 KD leads to decreased cell numbers during proliferation and an increase in cells in the G1-phase of the cell cycle shows that NSL might influence mESC proliferation (Figure 6B–D). This further indicates that NSL might be required for the homeostasis of mESC, either by directly regulating transcription or through acetylation of non-histone targets.

H4K16ac was shown to promote chromatin fibre decompaction in vitro (Shogren-Knaak et al., 2006; Robinson et al., 2008; Allahverdi et al., 2011). Our data showing that Msl1 KD abolishes global H4K16ac levels, together with the aberrant chromatin compaction observed in the Mof-deficient embryos (Thomas et al., 2008), suggest that the MSL complex is an important factor in establishing high acetylation levels required for more open chromatin conformation and consequent mESC pluripotency. In addition to its role as a general regulator of H4K16ac in mESCs, the MSL complex seems to be recruited to ESC-specific loci to regulate different steps in the transcription process, such as (i) chromatin accessibility, (ii) pre-initiation complex formation and/or (iii) Pol II transcription elongation rates. Importantly, the Msl1-bound mESC-specific genes are regulated by Mof. Note however, these Mof- and Msl1-bound and Mof-regulated genes were not affected by the KD of Msl1 (Figure 5B–D, Figure 7E,F). As above explained this may be due to the different experimental systems used here and the *Mof* KO study. Nevertheless, we assume that these genes are regulated by the whole MSL complex. Altogether, the exclusive co-binding of Msl1 and Mof to pluripotency genes suggests that the MSL complex is a regulator of the pluripotency network in mESCs.

### MSL is required at bivalent genes to silence them in pluripotent ESCs and to upregulate them during ESCs differentiation

Bivalent genes, which are either repressed or expressed at very low levels in mESCs can be directly upregulated or completely silenced upon differentiation (Azuara et al., 2006; Bernstein et al., 2006). So far, little is known about the function of HATs at bivalent genes. Interestingly, we show that a subset of bivalent genes (about 350 genes) is bound by MSL in ESCs (Figure 8A,B, Figure 8—figure supplement 1A) and consequently that the KD of Msl1 results in the upregulation of a subset of bivalent genes in mESCs (Figure 8C). Consistent with our study, Mof has also been shown to be present at bivalent genes (Li et al., 2012). It seems that the MSL complex, probably in concert with HDACs and/or other chromatin remodelling factors, can have a silencing function at these bivalent genes. In contrast, the same genes require MSL for expression during differentiation (Figure 8D). Even though the morphology of NPCs was not obviously influenced under Msl1 KD conditions, expression of key developmental NPC genes, such as Pax6 and Hes5, were downregulated during NPC differentiation (Figure 8D). Thus, our findings together with the observation that Mof is also binding to bivalent genes in mESCs, strongly suggests that the presence of MSL at bivalent loci is important for keeping these bivalent genes poised in pluripotent mESCs, allowing a quick transcriptional upregulation of the same genes during mESC differentiation.

### Summary

In summary, MSL and NSL are key transcriptional co-activators at a large number of expressed genes in mESCs, whereas each complex has a distinct binding profile either at promoters (NSL) or gene bodies (MSL). MSL and NSL have overlapping and distinct roles in transcriptional regulation in mESCs. NSL binds mostly to genes with housekeeping functions and mediates mESC proliferation suggesting that NSL is important for the cellular homeostasis of mESCs. MSL is the main acetyltransferase complex acetylating H4K16. Moreover, MSL binds to mESC-specific genes, which are de-regulated in *Mof* ablated mESCs. Moreover MSL is present at bivalent domains in mESCs, where it may poise genes for activation during mESC differentiation. Importantly, expression of those genes is directly regulated by MSL in differentiated NPCs. In the future, it will be interesting to investigate how the genome-wide function of MSL and NSL changes during distinct mESC differentiation pathways.

## Materials and methods

### Cell culture

Wild-type male mESCs (E14.wt) were cultivated on 0.1% gelatine (Sigma, France) and CD1 feeder cells (37°C, 5% CO_2_) in DMEM (4.5 g/l glucose) w-Glutamax-I, 15% foetal calf serum ESC-tested, leukemia inhibiting factor (5 μg) (Sigma), 50 mM ß-Mercaptoethanol (Invitrogen, France), penicillin/streptomycin (Invitrogen), 200 mM L-glutamine (Invitrogen), and non-essential amino acids (GIBCO, France). To work under feeder-free conditions cells were treated with 1 mg/ml Collagenase (GIBCO) and 2 mg/ml Dispase (GIBCO) and cultivated for one passage without feeder cells on 0.1% gelatine (Sigma) coated plates. Experiments were conducted at passage 26–29. Mouse embryonic fibroblasts (3T3 ATCC) were cultivated in DMEM (4.5 g/l glucose), 10% newborn calf serum and gentamycin (Invitrogen).

For NPC generation, we followed the protocol of Bibel et al. (2007). Briefly, 6 × 10^6^ mESC were cultured in DMEM (4.5 g/l glucose) w-Glutamax-I, 10% foetal calf serum ESC-tested, 50 mM ß-Mercaptoethanol (Invitrogen), penicillin/streptomycin (Invitrogen), 200 mM L-glutamine (Invitrogen), and non-essential amino acids on bacteriological Petri dishes (37°C, 5% CO_2_) to start differentiation. After 4 days retinoic acid (5 μm) (Sigma) was added to induce NPC formation. Experiments were conducted 8 days after differentiation.

### Generation of antibodies

Polyclonal anti-Msl1 (3208) and anti-Nsl1 (3130) antibodies were generated by immunization of rabbits with the N-terminal (3-210 amino acids) region of mouse Msl1 or C-terminal region (762-1037 amino acids) of mouse Nsl1. The fragment was amplified and cloned in pET28b (Novagen, France) vector to express proteins in *E. coli* (BL21). For primer sequences see Supplementary file 1. Polyclonal antibodies were purified through Affi-Gel columns (Bio-Rad). For WB analysis anti-Msl1 (3208) or anti-Nsl1 (3130) antibodies were diluted 1:2000.

### Preparation of ESC nuclear extracts and immunoprecipitation

Nuclear extracts were prepared from 30 P15 plates of mESCs with 80% confluency as described in Demeny et al. (2007). Proteins of 3 mg (Msl1) or 1 mg (Nsl1) mESC nuclear extracts were immunoprecipitated (IP) with 100 μl protein A Sepharose beads and 20 μl of the anti-Msl1 (3208) or 20 μl of the anti-Nsl1 (3130) antibody. Antibody-protein A Sepharose containing the bound proteins were washed three times with IP buffer (25 mM Tris-HCl pH 7.9, 10% glycerol, 0.1% NP40, 0.5 mM DTT, 5 mM MgCl_2_) and 100 mM KCl and afterwards with IP buffer containing 250 mM KCl. Proteins were eluted from protein A Sepharose beads 150 μl of 0.1 M Glycine pH 2.6. Elutions were neutralized by adding 50 μl of 2 M Tris pH 8.5.

### MudPIT analysis

MudPIT analyses were performed as previously described (Washburn et al., 2001; Florens et al., 2006). In summary, protein mixtures were TCA precipitated, urea-denaturated, reduced, alkylated, and digested with endoproteinase Lys-C (Roche) followed by modified trypsin digestion (Promega). Peptide mixtures were loaded onto a triphasic 100 μm diameter fused silica microcapillary column described as follows (McDonald and Yates, 2002). Loaded microcapillary columns were placed in-line with a Quaternary Dionex Ultimate 3000 HPLC pump and a LTQ Velos linear ion trap mass spectrometer equipped with a nano-LC electrospray ionization source (ThermoFischerScientific). A fully automated 12-steps MudPIT run was performed as previously described (Florens et al., 2006) during which each full MS scan (from 300 to 1700 m/z range) was followed by 20 MS/MS events using data-dependent acquisition. Proteins were identified by database searching using SEQUEST (Eng et al., 1994) within ThermoProteome Discoverer 1.3 and 1.4 (ThermoFischerScientific). Tandem mass spectra were searched against a *Mus musculus* protein sequence database containing 16,604 entries (from the Swissprot 2013-04-03 release). In all searches, cysteine residues were considered to be fully carboxyamidomethylated (+57 Da statically added) and methionine considered to be oxidized (+16 Da dynamically added). Proteins were considered as specific in a given IP data set if they were absent or 10-fold minimum enriched as compared to a MOCK IP, performed on the same protein input by using a non-specific antibody targeting yeast TAF90. Relative protein abundance for each protein in either the anti-Msl1, or the anti-Nsl1 IPs was estimated by the calculation of a Normalized Spectral Abundance Factor (NSAF) (Zybailov et al., 2006). NSAF values were calculated from the spectral counts of each identified protein. To account for the fact that following enzymatic digestion larger proteins result in more peptides/spectras than small proteins, each given spectral count was divided by the corresponding protein length to provide a spectral abundance factor (SAF). To obtain NSAF, SAF values were normalized against the sum of all SAF values in the corresponding run. Thus, NSAF values obtained from a given protein mixture, such as immunoprecipitated protein complexes, allow the comparison of the abundance of a given protein/subunit to another in the same mixture/complex.

### Gel filtration

For gel filtration a Superose 6 (10/300) column pre-equilibrated in 25 mM Tris pH 7.9, 1 mM DTT, 5 mM MgCl_2,_ 150 mM KCl, and 5% Glycerol was used. 250 μl calibration mix containing Dextran Blue (2 MDa) and Biorad calibration kit (ref 151-1901) with marker sizes of 670 kDa, 158 kDa, 44 kDa, 17 kDa, and 1.35 kDa were injected at 0.3 μl/min. 500 μl of mESC nuclear extract containing 1 mg protein was injected and run at 0.3 μl/min. 40 fractions were collected and analysed by western blot. For western blot the anti-Mof (A300-992a; Bethyl) antibody was used.

### Chromatin immunoprecipitation

ChIP was carried out as described previously with slight modifications (Krebs et al., 2011). At 80% confluency mESCs were cross-linked with 1% formaldehyde for 10 min at room temperature, lysed and shared mechanically using the Covaris E210 to obtain a chromatin fragment size of 200–500 bp. IP were carried out using 500 μg of chromatin. For the IP 3 μg of purified Msl1 3208 or Nsl1 3130 antibodies were used. The input was obtained from 50 μg of chromatin, pre-cleared, and directly reverse crosslinked. DNA was purified using a Qiaquick (Qiagen, France) column. Quantitative real-time PCR (qPCR) was performed with SYBR Green (Roche). Primer sequences are summarized in the Supplementary file 1.

### ChIP-seq

10 ng of precipitated DNA obtained from ChIP was used for Solexa sequencing. To create a genomic library, we followed the instructions of NEXTFlex v12.03 (BIO Scientific) for Msl1 and the NEBNext protocol (E6240; Biolabs) for Nsl1. Libraries were validated with the Agilent Bioanalyzer. Single reads run sequencing was conducted with the HiSeq 2000. Image analysis and base calling were done with the Illumina pipeline (1.8.2). The July 2007 *Mus musculus* genome assembly (NCBI37/mm9) from NCBI was used for the sequence alignment by the software Bowtie (0.12.7) (Langmead, 2010). All analyses were conducted with unique reads. Bed files were used to create read density (wig) files by extending reads to 200 bp length and creating 25 bp bins. We further included following sequencing datasets, which were obtained from Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo/) in our analysis: Input (GSM798320) (Karmodiya et al., 2012), RNA Polymerase II (GSM307623), H3K4me3 (GSM307618), H3K27me3 (GSM307619), Ezh2 (GSM327668) (Mikkelsen et al., 2007), H4K16ac (GSM1156617) (Taylor et al., 2013), and Mof (GSM915227) (Li et al., 2012). Fastq files were generated from SRA lite format and aligned to the NCBI37/mm9 assembly using Bowtie (0.12.7) (Langmead, 2010). DHS were obtained from Encode/UW (GSM1014154).

### Peak detection and annotation

To detect Msl1 and Nsl1 peaks, the algorithm MACS14 (Zhang et al., 2008) was applied using default parameters with slight modifications. For Msl1 peak detection the p-value cutoff was set to 10^−5^, no shifting model was built and the shift size was defined as 200. The annotation was based on the ENSEMBL 67 database (mm9). Peaks were annotated to genomic features (TSS, TTS, CDS Exons, 5'UTR, 3′UTR, Introns and intergenic) using the software HOMER (4.2) (Heinz et al., 2010) with default parameters.

### Data analysis

To calculate the Msl1, Nsl1, or Pol II enrichment at a given gene either the peak tag density of the nearest peak to the TSS (in a region of +2 kb), was obtained through MACS14 (Zhang et al., 2008) or the total tag density around the TSS (+2 kb) was taken. Further analysis and graphical representation were conducted using the software R.

Density profiles around the TSS and GB were obtained through seqMINER (Ye et al., 2011). For the comparison and analysis of genomic features between data sets, the software BEDTools (2.17.0) (Quinlan and Hall, 2010) was used. Scatter plots and Pearson correlations with Pearson p-values were obtained by calculating the log2 values of read densities normalized to the control at the given peaks or around ENSEMBL transcription start sites. K-means linear clustering was conducted and represented with seqMINER. Venn diagrams were generated with Biovenn (Hulsen et al., 2008). Manteia (v.2) was used for GO analysis of batch gene entries to understand the biological function (Tassy and Pourquie, 2013). Only GO levels between 1 and 10 were taken into consideration and compared between groups.

### Bootstrap statistical analysis

To verify the statistical significance of the obtained Msl1- or Nsl1-bound gene groups in Figure 5A,C and Figure 8B, we performed bootstrap statistical analyzes for Figure 5A,C and Figure 8B. In all these analyses, we used the total pool of 26,460 ENSEMBL genes. Next out of these pools, we randomly selected the same number of total events (genes or binding sites) than those determined non-randomly in the corresponding figures (i.e., 10600 in Figure 5A; 282 in Figure 5C and 13,505 in Figure 8). This random selection was then compared with the different given interest gene lists (i.e. 3274, 2570, and 2185 for Figure 5A) and the number of genes (IDs) belonging to the non-random experimental group was determined. We repeated this process of random selection and gene list crossings 10,000 times and represented the number of IDs and their observed frequencies as histograms (see corresponding figure supplements). For each gene list, we computed an average (mean) and a standard deviation (sd) of the number of random matches. A z-score is computed as: z = (mean-expect)/sd, where 'expect' is the number of expected interest genes. p-values associated to these scores are indicated in the corresponding figure legends. On each histogram we indicated in bold the number of IDs found in the non-random experimental group. The p-value represents the significance of the difference between the randomly found average and the experimental ID numbers.

### RNA-seq

Gene expression levels are based on the ENSEMBL 67 database (mm9). Raw data of mESCs and NPCs were taken from Gene Expression Omnibus (GSE34473) and processed using the software tools TopHat (Trapnell et al., 2009) and HTSeq with default parameters. FPKM (fragments per kilobase of exon per million fragments mapped) values were calculated with Cufflinks (Roberts et al., 2011). Differentially expressed genes (DE) in mESCs and NPCs were identified with the bioconductor package DESeq (1.14.0) (Anders and Huber, 2010) using default parameters.

### shRNA interference

shRNA approaches were conducted with pLKO.1 puro shRNA vectors (Sigma–Aldrich, France) of the TRC2 library. For Ns1 KD the TRCN0000241466 shRNA clone and for Msl1 KD the TRCN0000241378 shRNA clone was used. Double KD of Msl1 and Nsl1 was conducted with equal amount of the TRCN0000241466 and TRCN0000241378 shRNA clones. For control the shRNA non-target control (Product No. SHC002) was applied. Production of lentiviral particles as well as infection of mESCs was conducted according to the manufacturer's protocol. 3 days after viral transfection of 2 × 10^6^ mESCs selection with puromycin (2 μg /ml) (InvivoGen) was started. Experiments were conducted 5 days after viral transfection. KD efficiency was tested at RNA levels through reverse transcriptase (RT)-qPCR (see Supplementary File 1) and at protein levels through western blot of whole protein extracts. Moreover, mRNA expression of selected genes was analysed by (RT)-qPCR, whereas primer sequences are summarized in Supplementary file 1. Total RNA, which was used for gene expression profiles and cDNA synthesis, was isolated with TRIzol reagent (Invitrogen) and treated with DNAse. cDNA was synthesized with Transcriptor reverse transcriptase (Roche) using random hexamers according to the manufacturer's protocol. For normalization of protein amount by WB analyses the anti-Tubulin (T6557; Sigma-Aldrich) antibody and ponceau solution (Sigma-Aldrich) was applied. To analyse the pluripotency state of KD mESCs the anti-Oct4 (611202; BD Labs) antibody was used. To analyse cell morphology images were taken with the digital inverted EVOS XL core (Fisher Scientific, France) microscope using a 10X objective.

### Isolation of mESC total histones and western blot assay

Histones were prepared from mESCs by lysing cells in 10 mM HEPES, pH 7.5, 1.5 mM MgCl_2_, 10 mM KCl, 0.5 mM DTT, 100 mM Natrium Butyrate, and 0.2 M HCl for 30 min on ice, centrifuged and dialysed first against 0.1 M acidic acid and then against water. Samples were analysed by western blot for histone modifications using the anti-H4K16ac (07-329; Millipore, France), anti-H4K5ac (51997; Abcam, UK), anti-H4K8ac (15823; Abcam), and anti-H3 (1791; Abcam) antibody.

### Cell growth analysis

Cell growth analyses was started 6 days after lentiviral infection by plating 1 × 10^5^ mESCs on 0.1% gelatine coated per 6-well plates in triplicates. mESCs were counted in triplicates using Neubauer cell counting chambers at indicated time points. mESCs were split every second day to 1 × 10^5^ mESCs/6-well.

### Cell cycle analysis

7 days after lentiviral infection 5 × 10^5^ mESCs were dissolved in 1 ml PBS (0.1% NaCitrate and 0.1% TritonX 100). Propidium iodide (50 μg/ml) was added and after 4 hr incubation on ice cells were analysed by the FACS calibur. Data were analysed using the CellQuest software.

### Cell death assay

Cell death was examined using the APOPercentage apoptosis assay (A1000/DC79; Biocolor, France) following the manufacturer's instructions. As a positive control apoptosis was induced with 10 mM hydrogen peroxide for 8 hr in sh control cells. Absorbance was read at 550 nm and normalized to the blank control (without cells).

### Gene expression profiles and statistics

Experiments were designed with three independent biological replicas. Biotinylated cDNA targets were prepared, starting from 150 ng of total RNA, using the Ambion WT Expression Kit (Cat 4411974), and the Affymetrix GeneChip WT Terminal Labelling Kit (Cat 900671) according to Affymetrix recommendations. Following fragmentation and end-labeling, 3 μg of cDNAs were hybridized on GeneChip Mouse Gene 2.0 ST arrays (Affymetrix, UK) for whole-transcript expression profiles. Washed and stained chips were scanned with the GeneChip Scanner 3000 7 G (Affymetrix) at a resolution of 0.7 μm. Obtained raw data (.CEL intensity files) were processed with Affymetrix Expression Console software version 1.1 to calculate probe set signal intensities using Robust Multi-array Average (RMA) algorithms with default settings.

To select the DE genes, we used the fold change rank ordering statistics (FCROS) method (Dembele and Kastner, 2014). In the FCROS method, k pairs of test/control samples are used to compute fold changes (FC). For each pair of test/control samples, obtained FCs for all genes are ranked in increasing order. Ranks that result are associated to genes. Then, the k-ranks of each gene are used to calculate a statistic, and resulting probability (f-value) is used to identify the DE genes with an error level of 5%.

### Accession numbers

Msl1 and Nsl1 ChIP-seq data sets as well as gene expression profiles of sh control, sh Msl1 and sh Nsl1 mESCs are deposited at Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo/) under the accession numbers: GSE53797 and GSE56646.

How the deposited data were processed for this re-analysis (not part of the article)

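ChIP-seq of Msl1 and Nsl1 in wild type mESCs was analysed, with 1 library per antibody. The authors aligned single-end reads to mm9 with Bowtie, stated that unique reads were used, and deposited 1 line per aligned read with its position, strand and an alignment score. The score the authors deposited is 255 on every line of both files and was not used as a measurement. Positions had not been filtered for duplicates: 18.3% of the nuclear Msl1 reads and 4.56% of the nuclear Nsl1 reads repeated a position and strand. Mitochondrial reads, 0.146% of the Msl1 reads and 0.0473% of the Nsl1 reads, were left out. The reads are 50 bases long for Msl1 and 36 bases for Nsl1.

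From these positions the reads were counted with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and intervals were compared with bedtools 2.31.1. The plot was drawn with matplotlib 3.10.9. Genes, transcripts, exons and TSSs were taken from a GENCODE annotation of mm9, another release than the one the paper names. In it Kansl1, the gene of Nsl1, is named 1700081L11Rik, Kat8 is named Myst1, Baff is named Tnfsf13b, and Dynlt1 was taken as Dynlt1b. Coordinates are given from 1 on mm9.

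MACS14 itself was not run here. Peaks were called by a Poisson test written after it, with an effective genome size of 1870000000 bases, a p-value of at most 1e-05, and the highest of the genome, 5 kb and 10 kb levels of the same library as background. The Input of another study, to which the authors normalized densities, was not used here. The shift was 200 bases for Msl1, as the methods state. For Nsl1 it was 67 bases, from the maximum of the strand cross-correlation on chromosomes 16, 18 and 19, which lay at 135 bases between 80 and 400 bases. The same maximum lay at 210 bases for Msl1. For the counts at TSSs, loci and amplicons, reads were moved to the middle of the fragment length given by each library's own cross-correlation.

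In all, 3 forms of the peak test were run. The form written first tested all reads of a joined region. It called no Msl1 peak at the highest Msl1 site, which lies in the gene Msl1, and none at Rps9 and Nanog. The form used for the values in the text tests 1 window of 4 shifts at the summit and was chosen after those results had been seen. The third form uses the genome level as the only background. Values of the first form are given for the numbers, widths, overlap and classes of peaks, the correlation, the bound genes and the profiles at genes with a peak.

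The peak test was tested on simulated data with 200 planted sites per library, 1 set like the Msl1 library with some of the sites in broad domains and 1 set like the Nsl1 library. This simulation with sites in broad domains was written when the failure of the first form was already known. The summit form found 200 of 200 sites in both sets. The region form found 149 of 200 sites in the set like Msl1, 49.0% of those in domains, and 200 of 200 in the set like Nsl1. Neither form made a false call. All planted sites were strong and lay on a flat background, so the simulation does not show how the forms treat weaker sites or uneven background. In the set like Msl1, a call up to a domain length from a planted site was not counted as false. In the data, the summit form called no Msl1 peak at the listed positions of Sox2 and Sox4, with ratios of 5.12 and 5.85. In 10 simulated draws each, the cross-correlation gave a mean of 208.0 bases (SD 14.8) for fragments of 210 bases and 146.5 bases (SD 26.3) for fragments of 140 bases when the reads of a site were spread widely. A profile with its maximum simulated at 280 bases over 300 TSSs was recovered in the bin centred at 275 bases, a simulated downstream ratio of 0.5 was recovered as 0.4975, a simulated density of 1.4 on chromosome 11 over 100 bins was recovered as 1.412, and 10 of 10 positions were placed in their class.

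Densities at joined peaks were log2 values of reads per kb, scaled to the number of reads of the library, after adding 1 read. At named loci the reads within 500 bases were divided by the level from 5 kb to 50 kb on both sides. Intervals are exact 95% Poisson or binomial intervals and cover counting error only. The intervals of medians and correlations treat peaks, sites or bins as independent. With 1 library per antibody no test between samples was made and no p-value is given. The depth of 19483142 and 24883001 distinct reads gives between 3 and 515 reads in the windows at the named loci.

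The loci named in the text are every gene that the paper names in its ChIP-seq results or in the panels on Msl1 of Figures 7 and 8, the genes of both antigens and of Mof, and the 3 TSSs at each end of the ratio of Msl1 to Nsl1 reads among TSSs with at least 100 reads within 2 kb. This rule and the first set of alternatives were written before the data were examined, and the tests of observations in part before and in part after. Applied to the results they were written for, these alternatives were all reads kept, a p-value of at most 1e-07, a shift of 100 bases in both libraries, the deeper library thinned to the depth of the other, regions of 10 kb over 20 times the genome mean in both libraries left out, 50% reciprocal overlap or centres within 2 kb, a pseudocount of 10 reads, densities divided by the local level, promoters of 1 kb on both sides, the TSSs of the listed Msl1 or Nsl1 positions, reads at their shifted ends, a downstream window from 1000 to 2000 bases, windows of 1000 bases, a local level to 20 kb, and, for the ratio of reads per chromosome, bins of 100 kb or peaks not left out. The region form, the genome level as the only background, the settings for bound genes, other pools of genes, the gene body profile with all reads, the TSSs of genes with a peak and all distinct TSSs were added after seeing the data. So were some of the earlier settings for further results: the shift of 100 bases for the shared peaks, the correlation and the peak classes, the thinned library for the peak classes, and the regions left out for the widths, the shared peaks and the peak classes.

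Figure 2—source data 1 and 2 were used in part. The part used here holds the first 1999 of 9890 Msl1 peaks and the first 1999 of 6251 Nsl1 peaks of source data 1. Of source data 2 it holds the first 1999 of 8903 Msl1 positions and the first 1998 of 5165 Nsl1 positions. The lists gave the positions of named genes and 2 sets of TSSs, and no test of overlap or enrichment was made with them. Expression, H4K16ac, Mof, Pol II and Input data, gene ontology and the lists of mESC-specific genes were not analysed here.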

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

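Each result in this part is a signal in reads that the paper does not report on. The tests of the Msl1 exon, of exon 3 of Kansl1, and of G+C content and an extra copy for chromosome 11 were chosen only after the results were seen. The method of matching bins on G+C was also rewritten after its first result. No biological explanation that the design names applies, since both libraries come from wild type mESCs.

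The median read density on chromosome 11, in bins matched on G+C content, was 1.388 times that of the other autosomes in the Msl1 library and 1.395 times in the Nsl1 library. The other autosomes ranged from 0.890 to 1.07 for Msl1 and from 0.946 to 1.03 for Nsl1. Before matching, the ratios were 1.694 for Msl1 and 1.623 for Nsl1, so G+C content may account for part of the raw excess. G+C content was argued against as the whole cause, since the matched values stayed above all other autosomes. Binding sites were argued against as the whole cause, since bins with no gene and no peak were at 1.349 for Msl1 and 1.438 for Nsl1. An extra copy of chromosome 11 in part or most of the cells may be the source. It would raise the whole chromosome by at most 1.5 times in both libraries, and 4 consecutive parts of the chromosome ranged from 1.34 to 1.43. With a bin counted as raised when its ratio was over 1.2, 98 of 118 bins were raised for Msl1 and 115 of 118 for Nsl1. Chromosome number was not measured.

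In the Msl1 library, 484 reads lay over the coding bases of the cloned amino acids in exon 1 of Msl1, 28.99 times the density in the 600 bases on each side (20.3 to 42.9), against 0.711 in the Nsl1 library (0.307 to 1.52). DNA of the fragment between the listed cloning primers was argued against, since the exons between them were at 0.958 times the introns (0.354 to 2.24). Binding as at other bound TSSs was argued against, since 88.81% of the reads within 1 kb lay in the block (484 of 545) and 0 of the 200 highest other peaks within 1 kb of a TSS reached this share, the highest being 80.56%. Among the 200 highest peaks at any place, 9 (4.5%) reached it, up to 97.14%, so the share alone sets the block apart only from peaks at TSSs. DNA of a cloned fragment with the antigen codons may be the source. The block, as bounded by its read coverage, spans 98657164 to 98657730 on chromosome 11, and its ends lie 13 and 44 bases inside the coding bases at 98657151 and 98657774. This edge test was chosen after the block had been seen, so it is a hypothesis.

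In the Nsl1 library, 270 reads lay in the exons of Kansl1 between the cloning primers of the Nsl1 antigen, 32.17 times the density of the introns between them (24.9 to 41.9), against 1.23 times in the Msl1 library. This test had been written before the result was seen, and DNA of the cloned antigen fragment in the library may be the source.

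Exon 3 of Kansl1, outside these primers, held 212 reads, 11.33 times the density of its introns (7.47 to 17.9) in the Nsl1 library. The fragment between the listed primers was argued against by this value, and a single cDNA from exon 3 to exon 15 with equal numbers of copies of its exons was argued against by exons 4 to 7, with 6 reads at 0.9597 times their introns (0.344 to 2.16). With exons 8 and 9 included, 16 reads in exons 4 to 9 were at 1.75 times (0.974 to 2.96), which is also below exon 3, although exon 8 alone, with 4 reads, was at 7.37 (1.62 to 27.5). Another cloned fragment inside exon 3 might be a source. Within the exon, 193 reads lay between 104285778 and 104286511 and 10 in the rest, 15.68 times the density, against 0.631 in the Msl1 library. Only reads wholly inside were counted, so reads across an end of the stretch are in neither number. Since the stretch was taken from the same reads, this source and others cannot be told apart.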

How the results depend on the processing

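The form of the peak test, the genome level as the only background, every setting for bound genes, and the further settings that processing lists as added after seeing the data were chosen only after results were seen. No paired analysis was possible because each antibody had 1 library, and no result has a test threshold, so a value was compared with its counting interval and a count with 1.5 times the value in the text. The cause of the changes below was not tested, except where named in the observations.

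With the whole joined region tested, the form written first, 2281 Msl1 and 10080 Nsl1 peaks were called (4022 and 6655 in the text), with median widths of 2152 and 653 bases, and 51.4% and 12.0% shared. Of the Msl1 peaks 27.4% were at promoters and 8.94% intergenic, and of the Nsl1 peaks 51.5%, 25.6% and 22.9% were at promoters, in gene bodies and intergenic. The correlation changed sign to 0.00832. Genes bound by Msl1 numbered 2052, by both 1103, by Msl1 only 949 and by Nsl1 only 6022 (3805, 1665, 2140 and 3462 in the text). At the genes with a peak in this form the downstream ratios were 0.806 and 0.331, and the Msl1 level in part 2 of the gene body was 1.645. Nsl1 had more peaks than Msl1 in both forms, but the distance between the numbers depended on the form of the test.

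With the genome level as the only background, 16863 and 11544 peaks were called, so Msl1 had more peaks than Nsl1. Median widths were 2063 and 631 bases, and 33.1% and 52.6% were shared. Of the Msl1 peaks 23.9%, 68.3% and 7.80% were at promoters, in gene bodies and intergenic, and of the Nsl1 peaks 49.3%, 28.5% and 22.2%. The correlation was -0.386, and 10580 genes were bound by Msl1, 5219 by both and 5361 by Msl1 only.

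At a p-value of at most 1e-07, 2015 and 4376 peaks were called, the Msl1 median width was 2301 bases, and 35.8% and 16.9% were shared. Of the Msl1 peaks 29.3% were at promoters, and of the Nsl1 peaks 67.5%, 17.7% and 14.8% were at promoters, in gene bodies and intergenic. The correlation was -0.213, and 1907 genes were bound by Msl1, 642 by both and 1265 by Msl1 only.

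With all reads kept, the Nsl1 median width was 726 bases, 43.1% and 31.5% of peaks were shared, 6.20% of the Msl1 peaks were intergenic, and 56.0%, 22.3% and 21.7% of the Nsl1 peaks were at promoters, in gene bodies and intergenic. The correlation was -0.210, the profile maxima lay at 175 and 75 bases (275 and 25 bases in the text), and the downstream ratios were 0.741 and 0.490. With a shift of 100 bases, median widths were 1191 and 1065 bases, 41.8% and 30.9% were shared, 62.1% and 5.74% of the Msl1 peaks were in gene bodies and intergenic, and 62.8% and 16.8% of the Nsl1 peaks were at promoters and intergenic. With the Nsl1 library thinned, its median width was 728 bases, 38.3% and 29.0% were shared, and 62.5%, 20.0% and 17.5% of its peaks were at promoters, in gene bodies and intergenic.

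With 50% reciprocal overlap 5.54% and 3.35% were shared, and with centres within 2 kb 43.2% and 26.3%. With promoters of 1 kb on both sides, 90.7% of the Msl1 peaks were at promoters and 4.90% in gene bodies, and 66.6% and 14.4% of the Nsl1 peaks, so the larger share of Msl1 peaks in gene bodies depended on this definition. The correlation changed sign to 0.00764 with densities divided by the local level and was -0.0734 with a pseudocount of 10 reads.

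The downstream ratios of Msl1 and Nsl1 were 0.871 and 0.387 at the TSSs of the listed Msl1 positions, 0.761 and 0.241 at those of the listed Nsl1 positions, 0.809 and 0.324 at genes with a peak, 0.802 and 0.486 at all distinct TSSs, and 0.724 and 0.446 with a window from 1000 to 2000 bases. The ratio of Msl1 was the higher one in all of these. The Nsl1 maximum lay at -25 bases at the TSSs of the listed Msl1 positions, at all distinct TSSs and with reads at their shifted ends, and at -75 bases at the TSSs of the listed Nsl1 positions, and the Msl1 maximum lay at 225 bases with shifted ends. The ratio of reads on chromosome 1 was 0.924 with bins of 100 kb (0.936 in 1 Mb bins).

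Of the 186 ratios at named loci and amplicons, 184 stayed within their intervals with all reads kept, 172 with a local level to 20 kb and 142 with windows of 1000 bases, and 0 of those with an interval apart from 1 moved to the other side of 1. Of the 6 largest ratios at TSSs, 5 stayed within their intervals with all reads kept. Leaving out regions of high signal removed 1 Nsl1 peak. At 3 to 515 reads per window at named loci, depth limits single loci more than averages.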

Differences from the paper's values

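The whole region tested, the genome level as the only background and every setting for bound genes were chosen only after values were seen, and so was the summit form behind the values given first for peaks and genes. With the summit form, the numbers of peaks, the genes bound by Msl1, by both, by Msl1 only and by Nsl1 only, the genes bound by Nsl1, the shares of Nsl1 peaks in all 3 classes and the share of Msl1 peaks in gene bodies lie closer to the paper's values than with the region form written first. With the region form, the correlation, the promoter and intergenic shares of Msl1 peaks and the sum of bound genes lie closer.

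The paper's number of Msl1 peaks is 9890 and 4022 were called here. Of the alternatives set before the data were examined, all differ from it by more than 1.5 times: 5374 with all reads kept, 2015 at the stricter p-value, 4778 with a shift of 100 bases and 4022 with regions of high signal left out. The whole region tested (2281) and the genome level alone (16863) differ as well. The paper's number of Nsl1 peaks, 6251, was not more than 1.5 times apart from 6655, but it was from 10080 with the whole region tested and from 11544 with the genome level alone.

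The paper's Pearson coefficient is 0.23 and the one found here was -0.247. It differs under all alternatives set before the data were examined: 0.00764 with densities divided by the local level, -0.0734 with a pseudocount of 10 reads, -0.213 at the stricter p-value, -0.210 with all reads kept and -0.249 with regions of high signal left out. It differs also with a shift of 100 bases (-0.246), the genome level alone (-0.386) and the whole region tested (0.00832). Densities were not divided by an Input here.

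The paper's intergenic share is 10% for both. For Msl1 it was 4.40% here, and the alternatives set before the data were examined, all reads kept (6.20%), the stricter p-value (4.72%) and promoters on both sides (4.40%), differ as well. The shares with the genome level alone (7.80%) and with the whole region tested (8.94%) were within 1.5 times, in settings chosen after seeing the values. For Nsl1 it was 19.01% here. Of the alternatives set before, the stricter p-value (14.8%) was within 1.5 times, and all reads kept (21.7%) and promoters on both sides (19.01%) were not.

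The paper's promoter share of Msl1 peaks is about 16% in Figure 2C, read by eye, and it was 30.9% here. All reads kept (30.4%), the stricter p-value (29.3%) and promoters on both sides (90.7%), all set before the data were examined, differ as well. The genome level alone gave 23.9%, within 1.5 times, and was chosen after seeing the values. The paper's share of 74% of Msl1 peaks in gene bodies was within 1.5 times of the 64.7% here, but not of 4.90% with promoters on both sides, and its share of Nsl1 peaks in gene bodies, about 22% in Figure 2C, read by eye, was within 1.5 times of 21.1% but not of 14.4% under that setting.

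For bound genes no alternative was set before the data were examined. The paper's number of Msl1-bound genes is 5844 and it was 3805 here. With all reads kept (4935) and a shift of 100 bases (4409), both chosen after seeing the values, it was within 1.5 times. The paper's number bound only by Msl1 is 3274 and it was 2140 here, and 2735 with all reads kept, 2528 with a shift of 100 bases and 2408 with the deeper library thinned, all chosen after seeing the values, were within 1.5 times. The paper's number bound only by Nsl1 is 2185 and it was 3462 here, and 2980 at the stricter p-value, 2885 with the deeper library thinned and 2392 with the genome level alone, all chosen after seeing the values, were within 1.5 times. The paper's number bound by both is 2570 and it was 1665 here, and 2200 with all reads kept and 1881 with a shift of 100 bases, both chosen after seeing the values, were within 1.5 times. The paper's 4755 Nsl1-bound genes were within 1.5 times of 5127 but not of 7611 with the genome level alone. The paper's total of 10600 lies 1 above the sum of its Msl1-bound and Nsl1-bound genes, in which genes bound by both count 2 times. On that sum the paper's numbers give 24.2% bound by both and those here 18.6%, and with each gene counted once 32.0% and 22.9%. The total was within 1.5 times of the sum of 8932 but not of 5529 at the stricter p-value or 18191 with the genome level alone.

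At the locus of Figure 2A the paper places Nsl1 peaks at the TSSs of 4 genes. Here no Nsl1 peak was called within 500 bases of the TSSs of Rpf2, Gtf3c6, Amd1 and Cdk19. The Nsl1 ratio to the local level was 5.30 at Rpf2 and 1.76 to 2.59 at the others, where the median of TSSs was 1.81 to 2.30 on the autosomes. A shift of 100 bases calls Rpf2, and so do the whole region tested and the genome level alone, which were chosen after seeing the values. All reads kept calls Amd1. At the position the paper lists for Gtf3c6, -891 bases from the TSS used here, an Nsl1 peak was called under all the settings, with a ratio of 4.76. For this gene the difference thus depends on the window of 500 bases and on the annotated TSS. The paper describes Msl1 peaks as usually broader, and with 1 shift size the median widths were 1191 bases for Msl1 and 1065 bases for Nsl1. The profiles over all TSSs, which use no peak, were 800 and 550 bases wide at the middle between their highest and lowest bins.

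Of 16 listed Msl1 positions of named genes, 11 had a called Msl1 peak here, and those of Rpf2, Sox2, Sox4, Nes and Esrrb had none. The 11 include the position in the gene Msl1, whose reads may come from cloned DNA. All reads kept calls Sox2 and a shift of 100 bases calls Sox4. The whole region tested calls Sox2 and the genome level alone calls all 5, and both were chosen after seeing the values. The Msl1 ratio at the listed position was 3.53 at Rpf2 (2.53 to 4.80), 5.12 at Sox2 (3.97 to 6.52), 5.85 at Sox4 (4.41 to 7.64), 3.60 at Nes (2.73 to 4.68) and 1.10 at Esrrb (0.697 to 1.66). For Esrrb this is the first of 3 listed Msl1 positions, 83539 bases from its TSS. The others were not examined, so no difference from the paper is shown for this gene. Figure 7F, without positions, heads Bmp7, Tet1, Dll1, Cdc73 and Bcl9 as only Msl1 bound. No Msl1 peak was called within 500 bases of their TSSs. With the genome level alone, chosen after seeing the values, a peak was called at Bmp7, Tet1, Dll1 and Cdc73. The paper counts binding at TSSs and in gene bodies together. This window leaves out most of the gene bodies, so it cannot show a difference from the paper for these genes.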

Other observations

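The width test, the control on other autosomes for the thinned reads, the peaks per gene after thinning, and the weighing of the pooled ratio for chromosome X were chosen only after the results were seen. The tests of the correlation over all TSSs, of the fall in peaks with thinned reads and of the median ratio on chromosome X were written before.

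The ratio of Msl1 to Nsl1 reads outside peaks, in 1 Mb bins, ranged over the autosomes from 0.936 on chromosomes 1 and 8 to 1.03 on chromosome 19, and was 1.00 on chromosome 11 (0.9503 to 1.06) and 1.02 on chromosome X. It was lowest on chromosome 8 in bins of 100 kb (0.919) and with peaks not left out (0.931). In bins of 100 kb chromosome X (1.02) was above the highest autosome, chromosome 19 (1.00).

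The median width of Msl1 peaks was 3.32 times that of Nsl1 peaks with a shift of 200 and 67 bases. With 1 shift size for both libraries the ratio was 1.118, so the shift size used for peak calling may account for most of the difference between the called widths. It does not enter the profiles at TSSs, which were also wider for Msl1 at the middle between their highest and lowest bins, with 800 against 550 bases over all TSSs, 750 against 450 at genes with a peak and 750 against 400 with reads at their shifted ends. A broader Msl1 signal at TSSs thus stays open. No biological explanation was tested for this.

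The negative correlation across called sites may come from the choice of sites by a peak in either library. Over all protein-coding TSSs, which no peak call selects, Pearson's r was 0.902 within 2 kb, and it was 0.921 at the TSSs of genes without a peak and 0.416 at those with a peak. A positive r over all TSSs also reflects regions with more reads in any library, and no Input was used to separate this.

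Chromosome 11 held 11.9% of the Msl1 peaks and 9.81% of the Nsl1 peaks, against 7.39% of the protein-coding genes. These shares depended on the peak test: they were 8.02% and 10.5% with the whole region tested, and 18.8% and 18.4% with the genome level as the only background. With the reads of chromosome 11 thinned by its density, its Msl1 peaks were 1.48 times and its Nsl1 peaks 1.29 times fewer, and its share was 8.35% for Msl1 and 7.79% for Nsl1. The same thinning on the 18 other autosomes made the Msl1 peaks 1.48 to 1.90 times and the Nsl1 peaks 1.38 to 1.64 times fewer. With the genome level alone the peaks on chromosome 11 were 2.55 and 2.66 times fewer and its shares 8.33% and 7.83%, against 2.06 to 2.31 times and 1.70 to 2.23 times fewer on the other autosomes. The fall alone decides nothing, since thinning lowers the number of peaks on any autosome. Before thinning, chromosome 11 held 28.9 Msl1 and 39.5 Nsl1 peaks per 100 protein-coding genes, above all 18 other autosomes (12.0 to 21.8 and 22.1 to 35.5). After thinning it held 19.54 and 30.7, within these ranges, and with the genome level alone it also moved from above all 18 (192 and 129) to within their ranges (75.3 and 48.4). More reads from chromosome 11 may therefore account for its higher share of peaks, and the number of its copies was not measured.

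In these male cells, higher Msl1 binding on the single chromosome X was weighed. The median ratio of Msl1 to Nsl1, each over its local level, was 0.9191 at 409 TSSs of chromosome X with enough reads, within the 0.908 to 1.04 of the autosomes, and 18 of the 19 autosomes were above it. The ratio of pooled reads over all 932 TSSs was 0.901, within the 0.817 to 0.956 of the autosomes, and 16 of the 19 autosomes were below it. The rank of chromosome X changed with the measure, so the question stays open.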
